# MYC is Sufficient to Generate Mid-Life High-Grade Serous Ovarian and Uterine Serous Carcinomas in a p53-R270H Mouse Model

**DOI:** 10.1158/2767-9764.CRC-24-0144

**Published:** 2024-09-26

**Authors:** Alexandra Blackman, Amy C. Rees, Robert R. Bowers, Christian M. Jones, Silvia G. Vaena, Madison A. Clark, Shelby Carter, Evan D. Villamor, Della Evans, Anthony J. Emanuel, George Fullbright, Matthew S. O’Malley, Richard L. Carpenter, David T. Long, Laura S. Spruill, Martin J. Romeo, Brian C. Orr, Kristi L. Helke, Joe R. Delaney

## Abstract

Genetically engineered mouse models (GEMM) have fundamentally changed how ovarian cancer etiology, early detection, and treatment are understood. *MYC*, an oncogene, is amongst the most amplified genes in high-grade serous ovarian cancer (HGSOC), but it has not previously been utilized to drive HGSOC GEMMs. We coupled *Myc* and dominant-negative mutant p53-R270H with a fallopian tube epithelium (FTE)-specific promoter *Ovgp1* to generate a new GEMM of HGSOC. Female mice developed lethal cancer at an average of 14.5 months. Histopathologic examination of mice revealed HGSOC characteristics, including nuclear p53 and nuclear MYC in clusters of cells within the FTE and ovarian surface epithelium. Unexpectedly, nuclear p53 and MYC clustered cell expression was also identified in the uterine luminal epithelium, possibly from intraepithelial metastasis from the FTE. Extracted tumor cells exhibited strong loss of heterozygosity at the p53 locus, leaving the mutant allele. Copy-number alterations in these cancer cells were prevalent, disrupting a large fraction of genes. Transcriptome profiles most closely matched human HGSOC and serous endometrial cancer. Taken together, these results demonstrate that the *Myc* and *Trp53-R270H* transgenes were able to recapitulate many phenotypic hallmarks of HGSOC through the utilization of strictly human-mimetic genetic hallmarks of HGSOC. This new mouse model enables further exploration of ovarian cancer pathogenesis, particularly in the 50% of HGSOC which lack homology-directed repair mutations. Histologic and transcriptomic findings are consistent with the hypothesis that uterine serous cancer may originate from the FTE.

**Significance:**

Mouse models using transgenes which generate spontaneous cancers are essential tools to examine the etiology of human diseases. Here, the first Myc-driven spontaneous model is described as a valid HGSOC model. Surprisingly, aspects of uterine serous carcinoma were also observed in this model.

## Introduction

Gynecologic oncology has only recently been able to take advantage of the targeted therapies generated over the last decade despite there being great need. Ovarian cancer is the fifth most common cause of cancer-related death in women, and uterine cancer is the sixth. Ovarian cancer deaths are dominated by the high-grade serous ovarian cancer (HGSOC) subtype. Uterine cancer, overall, is less lethal despite higher incidence rates, yet the serous carcinoma subtype accounts for 40% of endometrial cancer deaths (1). Uterine cancer incidence and mortality have increased due to a disproportionate increase in type 2 or nonendometrioid subtypes, including serous carcinoma (2).

Recent targeted therapies in HGSOC involve PARP inhibitors (PARPi), which best benefit patients with *BRCA1* or *BRCA2* tumor mutations or markers of homologous repair deficiency: half of patients in sum (3). Uterine cancers have shown promise in large phase III trials of immunotherapies, particularly in mismatch repair–deficient cases (4, 5), but only a small subset of patients with serous carcinoma is mismatch repair–deficient. Unfortunately, few targeted drugs have shown clinical benefit for HGSOC with normal homologous repair or in recurrent tumors which restore homologous repair after PARPi therapy. Similarly, serous endometrial cancer has few targetable alterations and thus few drugs in development (6). Serous endometrial cancer and HGSOC share similar disease etiology, such as postmenopausal disease presentation and peritoneal metastasis, and similar molecular characteristics, such as low mutation rates, high copy-number alterations (CNA), mutation in p53, and few other driver mutations.

Genetically engineered mouse models (GEMM) have fundamentally changed how ovarian cancer etiology and treatment is understood. Phylogenetic assessments of HGSOC compared primary tumors dissected from an ovary and metastases, which demonstrated that the earliest mutations often originated in serous tubal intraepithelial carcinoma (STIC; ref. 7). However, this study and other studies have shown that cells can arise first on the ovarian surface epithelium (OSE) or other origin sites, metastasize to the fallopian tube epithelium (FTE) and develop STIC, and finally develop into HGSOC (8–10). A recent pair of GEMMs indicated that OSE-originating cancer cells are phenotypically distinct from fallopian fimbriae–originating cancer cells despite identical drivers (9). *Lgr5* was used to drive OSE gene deletion, whereas *Pax8* was used to drive FTE gene deletion. Previous research established the *Ovgp1* model of oviductal transgene expression, in which *Ovgp1*-mediated expression control was exclusive to the FTE (11, 12).

These previous mouse models revolutionized the field but have some important limitations. Most models utilized homozygous deletions of multiple tumor suppressors to generate tumors, which is not often, if ever, found in human disease. We previously investigated aneuploidy with or without a heterozygous deletion of the autophagy gene *Becn1* in the *Amhr2*-SV40-T-antigen model (13, 14). These viral proteins are known to disrupt p53 function and RB1 function, amongst other proteins (15, 16). However, few aneuploid events were observed relative to human disease (14), similar to other GEMM findings (17). Previous HGSOC mouse models utilize *BRCA* deletions, *PTEN* deletions, or viral oncogenes. The field is left without a genetically representative model for HGSOC lacking *BRCA1/2* or other homologous repair alterations (∼50% of human tumors) or HGSOC lacking a *PTEN* deletion (94% of human tumors). Here, we introduce a new mouse model of ovarian cancer driven by p53 mutation and MYC under the *Ovgp1* promoter. Evidence of hallmarks of HGSOC and uterine serous cancer are described.

## Materials and Methods

### Transgenic OvTrpMyc mouse model creation

Transgenic mice were generated by the Taconic/Cyagen Transgenic Animal Center (Cyagen Biosciences Inc.). Briefly, *Trp53* (NM_001127233.1) containing an R270H mutation and *Myc* (NM_001177352.1) were knocked into the endogenous Trp53 locus in a reverse orientation using CRISPR-Cas9–mediated gene editing. A construct with 985 bp of the murine *Ovgp1* promoter, including its proximal epigenetic regulatory peak (Supplementary Fig. S1A; ref. 18), was cloned upstream of the murine *Trp53*-coding sequence containing a consensus Kozak sequence and an R270H mutation (CGT to CAT mutation in codon 270) without a stop codon. A P2A self-cleaving peptide sequence precedes the murine *Myc*-coding sequence which contains a 3× hemagglutinin (HA) C-terminal tag and is followed by a bovine growth hormone polyadenylation sequence. Homology arms were supplied by bacterial artificial chromosomes RP23-240I24 and RP23-243M15 (19). The complete transgenic sequence is supplied as Supplementary File 1.

### Mouse husbandry, genotyping, and loss of heterozygosity

All mouse procedures were approved by the Medical University of South Carolina’s Institutional Animal Care and Use Committee, protocol #01305, prior to use. Animals were housed in individual vented cages in rooms with 12:12 light/dark cycle and were fed ad libitum (Purina Pro-Lab 5V75). Founder mice were generated in the C57BL/6Tc background and backcrossed to C57BL/6J (RRID: IMSR_JAX:000664) for experimentation. Litters were always formed by crossing a transgenic male with a wild-type (WT) C57BL/6 mother obtained externally (Jackson Laboratories, #000664). For genotyping, ∼2-mm sections of mice tails or ear punches were lysed at 55°C overnight in 350 μL of buffer containing 100 mmol/L Tris-HCl pH 8.8, 5 mmol/L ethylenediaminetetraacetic acid (EDTA) pH 8.0, 0.2% SDS, 200 mmol/L NaCl, and 100 μg/mL proteinase K (VWR, 97062-670). After briefly centrifuging to spin down debris, DNA in 300 μL of lysate was precipitated by adding 1 mL of 100% ethanol. DNA was then pelleted by centrifugation at 16,000 *g* for 30 minutes at 4°C. The supernatant was discarded, and the pellet was washed with 70% ethanol. After centrifugation at 16,000 *g* for 20 minutes at 4°C, the pellet was resuspended in 50 μL of tris-EDTA (TE: 10 mmol/L Tris-HCl, 0.2 mmol/L EDTA; pH 7.5). Finally, the tubes were placed in a heat block at 55°C for 2 hours with lids open to evaporate the remaining ethanol. Two PCRs per mouse were used to distinguish mutant and WT mice. Both PCRs used the same reverse primer (GTGAGATTTCATTGTAGGTGCCAG), and the forward primers were either specific to the knockin construct (CAGTTGAGATGGAGGAGACCTAGG) or the WT *Trp53* allele (AGCCTGTTGAGCTTCACCCC). For loss of heterozygosity (LOH) studies, identical genotyping PCRs were performed, using genomic DNA extracted from *ex vivo* grown cells via Invitrogen PureLink Genomic DNA Mini Kit (#K182001).

Matings between male heterozygous OvTrpMyc and female C57BL/6J mice exhibited typical Mendelian inheritance. Of 585 offspring mice, 307 (52%) were male and 278 (48%) were female and 305 (52%) were WT and 280 (48%) were transgenic. Male mice were 47% transgenic and 53% WT; female mice were 49% transgenic and 51% WT. None of these differences were statistically different from the 1:1 ratios predicted by Mendelian segregation.

### Longitudinal study of lethal tumor burden

All mice intended to be studied for end-of-life criteria were carefully monitored for signs of tumor burden starting at 2 months of age. The mice were monitored twice weekly for (i) indications of ascites by swollen abdomen, (ii) palpable tumors present externally on the mouse, and (iii) weight loss. Euthanasia was performed when the mice had a palpable tumor of >1 cm, any ascites was observed to increase over 2 days, gait was impaired, or weight loss surpassed 15% of the maximal observed weight. Mice that were found dead for unknown reasons were censored and not included in the Kaplan–Meier curve, and histology was never performed on these mice for quality control reasons. Comparison genotypes were previously published by other studies for p53+/− (20) and Pax8-driven models (17).

### Histopathology

The mice had uterine horns and attached fallopian tubes, ovaries, and fat pads surgically removed. Tissues were fixed overnight in 10% normal buffered formalin (VWR 10790-714) and then transferred to 70% ethanol for 24 hours. The Shandon Citadel 2000 Processor (Thermo Fisher Scientific) was used to process tissues on a 4-hour cycle with the following reagent cycles: 70% ethanol followed by two changes of 95% ethanol, three changes of 100% ethanol, one cycle in a 1:1 solution of ethanol and xylene, three changes in xylene, and two changes in paraffin. During the embedding process, ovaries with a portion of the fallopian tube were laid down flat, and the remaining sections of the uterus were stood perpendicular for cross-sections, averaging 3 to 4 cross-sections of the uterus. After the paraffin hardened, the tissue block was cut in 20-μm sections until full sections of the ovaries and fallopian tubes were visible. Then, 5-μm sections were collected onto positively charged slides, air-dried at room temperature overnight, and heat-fixed at 60°C for 1 hour before hematoxylin and eosin (H&E) staining or IHC. IHC utilized Leica Bond III for automated processing. Antibodies used included rabbit anti-PAX8 antibody (Proteintech 10336-1-AP, RRID: AB_2236705) at a 1:2,000 dilution, rabbit anti-p53 antibody (Leica Biosystems NCL-p53-CM5p, RRID: AB_563933) at a 1:5,000 dilution, anti–c-MYC antibody (Abcam ab32072, RRID: AB_731658) at a 1:500 dilution, anti–pan keratin antibody (Roche 760-2595, RRID: AB_2941938) at its provided ready-to-use dilution, and rabbit anti-HA antibody (Cell Signaling Technology 3724, RRID: AB_1549585) at a 1:5,000 dilution. Sections were imaged on a BioTek Lionheart FX microscope, and images were processed using Gen5 and ImageJ software (RRID: SCR_003070). Mice without visible tumors were necropsied, and H&E slides were assessed by a veterinary pathologist for Supplementary Fig. S5 and by a gynecologic pathologist for Supplementary Fig. S6.

### *Ex vivo* tumor cell culturing conditions

A cohort of mice was used to isolate cells from ovaries, uteruses, or visible tumors. The mice were euthanized and immediately dissected for cell extraction. Ovaries and fallopian tubes were excised from fat pads and uteruses. The mid-section of the uterus was used for uterine cell extraction. Visible tumors were excised from surrounding tissues. All tissues were first rinsed once in sterile PBS, and the PBS was then aspirated. Single, ethanol-sterilized razor blades were then used to mince 2-mm sections of tissue in a tissue culture hood. Thoroughly minced tissue sections were then pipetted using a P1000 pipette into a 6-well tissue culture dish, again dispersing cells by repeated pipetting. Cells were initially grown in RPMI 1640 containing glutamine (VWR, #95042-508), supplemented with 20% FBS (Thermo Fisher Scientific, #10437028), 5% penicillin–streptomycin solution (Sigma-Aldrich, P4333-100ML), 1% nonessential amino acids (Sigma-Aldrich, #TMS-001-C), and 1% sodium pyruvate solution (Sigma-Aldrich, #S8636-100ML). After 48 hours, media was aspirated and replaced with similar media containing only 2% penicillin–streptomycin solution. Media was then replaced every 3 to 4 days until the dish became 33% to 67% confluent. Cells were then trypsinized with Trypsin-EDTA (Sigma, #T3924-100ML) for 3 to 10 minutes until nonadherent, combined 1:1 with complete RPMI, and cell suspension was centrifuged at 1,000 *g* for 2 minutes. Cells were transferred to a new 6-well dish and allowed to confluence. Once confluency was reached, cells were transferred to larger plates for culturing and freezing aliquots in 10% DMSO. Once cell lines were established by growing in culture for a minimum of 2 weeks containing two trypsinization events, cells were grown as cell lines in complete RPMI. Complete RPMI consisted of 500 mL RPMI 1640 containing glutamine, 5 mL of sodium pyruvate solution, 5 mL of penicillin–streptomycin solution, and 50 mL FBS. Cells were passaged within a day of surpassing 80% confluency by 1:10 dilution. Cell lines from this study have been short tandem repeat–profiled by the ATCC Authentication Service, most recently in 3/13/24. Cells were tested for *Mycoplasma* and other pathogens prior to experimentation and freezing, by Charles River Research Animal Diagnostic Services Infectious Disease PCR, on 2/14/23. All cells were used at less than 10 passages from the original isolation or frozen tube.

### Transcriptome sequencing and comparative analysis

RNA was extracted from cells using a Qiagen RNeasy Miniprep kit (#R1054). RNA quality was assessed using Agilent 4200 TapeStation, and RINe values ranged from 8.6 to 10. Polyadenylated RNA was captured from 500 ng of total RNA per sample, and libraries were prepared using NEBNext Poly(A) mRNA Magnetic Isolation Module (#7490L) and NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEBNext, #7760L). Paired-end sequencing was done at the Vanderbilt VANTAGE core laboratory (Vanderbilt University) to a depth of 25 million reads per library using Illumina NovaSeq 6000. Raw fastq.gz data were uploaded into Galaxy (21). GRCm38.86 (mm10) gtf.gz and toplevel.fa.gz reference files were obtained from Ensembl (RRID: SCR_002344; ref. 22). RNA STAR (23) was used to align paired-end 150 bp reads to mm10, followed by PCR duplicate removal by SAMtools RmDup (RRID:SCR_002105; ref. 24). Mapped reads were attributed to transcripts using featureCounts (25) and quantified for gene and transcript expression fragments per kilobase of transcript per million reads mapped (FPKM) using Cufflinks (26). Expression of CGT>CAT mutant p53 was manually verified in read data using mapped read visualization in the University of California Santa Cruz (UCSC) Genome Browser (RRID: SCR_005780) mm10 database around region chr11:69,589,594-69,589,622. One of eleven samples from an *ex vivo* cell line did not retain expression of the mutated copy of p53 (F361 tumor cells) despite having mapped RNA reads to this codon. 

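Trp53, which encodes p53, lies on chromosome 11 of GRCm38 from 69580359 to 69591873. The F361 line had 216 counts on it, or 15.9 CPM (95% Wilson interval 13.9 to 18.2). Over the 11 lines, Trp53 ranged from 10.4 CPM in F364 LOV to 52.0 CPM in the F319 uterus line. The counts do not separate the mutant from the wild-type codon, so the alleles were not analysed here. A list of 23 p53 target genes, written before the data were examined, was scored as the mean z-score of log2(CPM + 1) over the lines. F361 scored -0.474 and ranked 10 of 11, where rank 1 is the highest score, and it ranked 11 when the median of log2 ratios to the other lines replaced the z-score. F326 ROV had the lowest score, -0.550, and F318 ROV the highest, 0.377. The target Cdkn1a was at 17.0 CPM in F361 (95% Wilson interval 15.0 to 19.3), against a range from 16.3 CPM in F326 ROV to 664 CPM in F364 LOV. Mdm2 was at 88.1 CPM in F361 (83.3 to 93.3), within a range of 68.0 to 114 CPM. Of the 23 targets, 3 had their highest level in F361 (Ccng1, Perp, and Ei24), and 6 had their lowest there. A single line compared with 10 others cannot reach a p of 0.05, so no test was made. The F361 library had 16.4% of its counts on the muscle fiber list, the highest of the 11, and the library of F326 ROV, with the lowest score, had the next highest share.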

FPKM values per sample were combined into transcripts per million reads tables using R to enable normalized sample-to-sample comparisons (27).

For human cancer cell lines to compare with, human Cancer Cell Line Encyclopedia (CCLE; 28) FPKM expression data were used and converted to TPM reads. To enable cross-species comparison, reciprocal ortholog data were utilized. Mousemine.org (29) and Humanmine.org (30) were used for ortholog identification, and the intersections of genes were used as reciprocal orthologous genes, resulting in 13,229 genes expressed and common orthologs between the two datasets. Human cell lines compared with mouse cancer cell lines included all lines annotated as from the cervix, endometrium, and ovary (*N* = 80 cell lines). Transcriptomes were pairwise compared using a Euclidean distance metric of all expressed genes. Nearest neighbor human cell lines comprise the cell lines shown. Gene expression in this figure was further normalized for visual comparison through mean transcription normalization, including the additional cell lines HELA, KURAMOCHI, SIHA, A2780, CAOV4, MDA-MB-231, MDA-MB-453, and KHYG (RRID: CVCL_0134, RRID: CVCL_0062, and RRID: CVCL_0418), chosen as representative cell lines which have mutational characteristics as meaningful to compare with the mouse cell lines (see “Results”). Shown signature genes were the top 25 genes with minimal expression differences within the mouse cell lines and nearest neighbor human cell line and maximal differences with non–nearest neighbor cell lines. Database for Annotation Visualization and Integrated Discovery (DAVID) (31) was used to generate the pathway annotations shown in the transcriptional signature.

### CNA analysis

Raw counts from featureCounts were input into InferCNV to assess CNAs. Settings for InferCNV included i3 copy-number variant calling, cutoff value of 1, Hidden Markov Model transition probability of 1e−02, and a window length of 300. 

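InferCNV, which infers copy-number changes from the expression of neighboring genes, was not run here, and its steps were written out anew with these settings. The 20000 genes on the 19 autosomes with a mean count of at least 1 were scaled to library size and put on the log2 scale after adding 1. Log2 ratios to a reference were limited to 3 in either direction, averaged over windows of 300 genes with weights falling from the center, and centered on each line's median. To compare the lines without choosing a reference, the mean of all 11 lines was used in its place, and each line's deviation was taken as the SD of its smoothed log2 ratios across genes. F318 ROV, F364 ROV, and F364 LOV deviated least, with ranks 1, 2, and 3. F326 splenic tumor had rank 4 with a deviation of 0.10, F361 had rank 6 with 0.13, and F326 ROV had rank 7 with 0.14. The highest deviation, 0.23, was that of the F319 uterus line. The 4 libraries numbered 8 to 11 had the ranks 8 to 11, so the deviation from this mean partly follows library number. In edgeR's quasi-likelihood test, 0 of 16533 genes differed between the F326 splenic tumor, F326 ROV, and F361 lines and the 8 others at an adjusted p under 0.05, while 4355 had an unadjusted p under 0.05. DESeq2 with its size factors moved this most, to 2333 genes (591 higher and 1742 lower in the 3 lines). Within libraries 1 to 7, edgeR again gave 0 genes, with 2412 at an unadjusted p under 0.05.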

Samples F326 splenic tumor, F326 ROV, and F361 tumor were used as control inputs due to lower levels of initial copy number variant calls in these samples.

### Syngeneic i.p. modeling

Cells, lentivirally labeled with GFP, were grown to 5 to 10 million per mouse and injected in 200 μL iced PBS via i.p. injection. Recipient mice were 3-month-old female OvTrpMyc mice. Mice were monitored for euthanasia criteria matching the longitudinal study. Tumors, uterine horns, attached fallopian tubes, ovaries, and fat pads were then immediately fixed and processed for IHC.

### Protein collection and immunoblotting of cell lines

Lysis of cells was performed with modified RIPA buffer (50 mmol/L Tris, 150 mmol/L NaCl, 1 mmol/L EDTA, 1% NP-40, and 1% sodium deoxycholate) with protease/phosphatase inhibitors (Thermo Fisher Scientific, #1861284) followed by sonication. SDS-PAGE was performed by standard methods, and antibodies were used for the detection of MYC (Abcam Cat# ab32072, RRID: AB_731658, 1:1,000 dilution) and GAPDH (Cell Signaling Technology Cat# 2118, RRID: AB_561053, 1:10,000 dilution). The secondary antibody was anti-rabbit IgG, horseradish peroxidase–linked (Cell Signaling Technology, Catalog #7074).

### Data availability

Next-generation sequencing raw and processed data are available via Gene Expression Omnibus (GEO) with accession number GSE238158.

## Results

### Generation of a human-mimetic genetic model of HGSOC and serous endometrial cancer

Previous models of epithelial ovarian cancer have been used to seek a better understanding of the disease using known mutations. Ovarian cancer most commonly presents as HGSOC, which contains p53 mutation in at least 94% of cases (32, 33) and sporadic *BRCA1* or *BRCA2* mutations in <15% of cases. Germline *BRCA1* or *BRCA2* mutations yield ovarian cancer, most often HGSOC, with a lifetime unmitigated risk of 30% to 70% (34). Other mutations are present in 15% or less of patient primary tumors, including *APC*, *MUC16*, *ARID1A*, *RB1*, *NF1*, *CSMD3*, *CDK12*, *FAT3*, and *GABRA6* (32, 35). However, HGSOC exhibits unusually high levels of CNAs and aneuploidy, affecting two thirds of all genes. Low-grade serous carcinomas are driven by *BRAF* and *KRAS* and represent <5% of ovarian tumors (36). Mucinous tumors are driven by *KRAS* or *ERBB2* amplification, representing about 3% of ovarian tumors. Endometrioid and clear-cell carcinoma each represent about 10% of ovarian tumors and have high rates of *ARID1A* mutations (30% and 50%, respectively) and *PTEN* alterations, including deletions and mutations. Clear-cell carcinomas mutate *PIK3CA* in 33% of tumors. Mouse models of ovarian cancer have utilized these known mutations, which are reviewed by Howell (37) and Zakarya and colleagues (38). A comparison of these mouse driver genes to known human genetic driver frequencies is shown in Fig. 1A. Notably, uterine serous carcinoma, a type II endometrial cancer, exhibits very similar mutation patterns to HGSOC.

**Figure 1:**
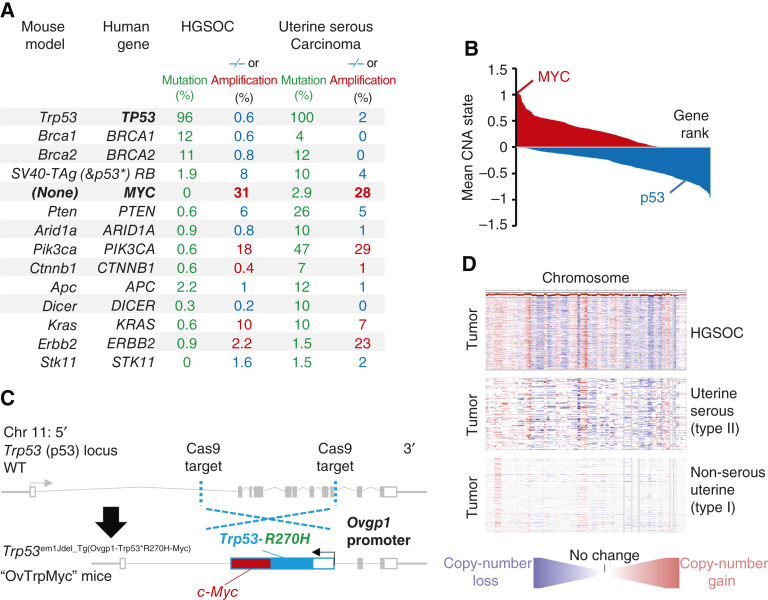
Rationale and design of the transgenic Ovgp1-Trp53-R270H-Myc mouse model. **A,** Comparison of currently available HGSOC mouse models genetics to genetic alterations in human HGSOC and serous endometrial cancers. −/− refers to homozygous deletion (blue, tumor suppressors), whereas Amp refers to copy-number amplification of at least two extra copies (red, oncogenes). **B,** Average copy-number state using TCGA HGSOC data at the gene level. Genes are plotted by ranking, with *MYC* and *TP53* highlighted. **C,** Design of the transgenic OvTrpMyc mouse model. The endogenous Trp53 allele was targeted using a spCas9 and homology donor repair template strategy in the C57BL/6Tc background. Transgene genotyped pups were backcrossed with C57BL/6J mice and heterozygous mice used in all studies. The *Ovgp1*-driven transgene includes a dominant-negative murine p53-R270H mutant sequence and a murine *c-Myc* sequence separated by a P2A self-cleaving peptide. **D,** Comparison of CNAs across the genome for TCGA studied HGSOC and UCEC patient tumors. Red indicates copy-number gain, whereas blue indicates copy-number loss. TCGA, The Cancer Genome Atlas.

We sought to create a new genetic model, Trp53^em1Jdel_Tg(Ovgp1-Trp53*R270H-Myc)^, nicknamed OvTrpMyc, which accurately depicts *BRCA* and *PTEN* normal HGSOC. We and other researchers have found that the most commonly and excessively amplified region of the HGSOC genome is 8q24 (Fig. 1B; refs. 14, 32). Expression of a strong oncogene located in 8q24, *c-Myc*, was coupled with the expression of mutant p53. MYC is a basic helix-loop-helix leucine zipper transcription factor that regulates cell stemness, metabolism, and apoptosis and cell-cycle progression (39). Ovarian cancers require MYC for proliferation (40). The most common mutation of p53 in HGSOC (32) is a dominant-negative, gain-of-function (41, 42) amino acid mutation R273H, which maps to R270H in mice. We engineered mice via CRISPR-Cas9–targeting to insert a transgene driven by *Ovgp1* into the native *Trp53* (p53) locus of chromosome 11 (Fig. 1C). *Ovgp1* was previously demonstrated to express specifically in nonciliated fallopian fimbriae cells, not on the uterine epithelium and not on the OSE (11, 12). We confirmed FTE-selective staining patterns using the transgene’s HA peptide tag within the OvTrpMyc model (Supplementary Fig. S1B). However, the *Ovgp1* promoter used in this study to drive the transgene differs from those used in previous studies, and it is possible that off-target expression also differs. The transgene was inserted at the p53 locus to allow for CNAs to evolve, including on the p53 resident chromosome, as CNAs are characteristic of HGSOC. All transgenic mice in this study were genotyped as heterozygous for the transgene. HGSOC CNAs are similar to uterine serous carcinoma but not type I uterine cancer (Fig. 1D).

### Middle-age disease presentation

The median age of tumor burden–induced euthanasia for the OvTrpMyc mice was 14.5 months (Fig. 2A) or, given the limitations of human–mouse comparisons, about 40 to 60 years of human age [based on life expectancy of 80 years old, 896 days of female C567BL/6 mouse lifespan (43), with perimenopause in mice occurring around 9 months of age (44)].

**Figure 2:**
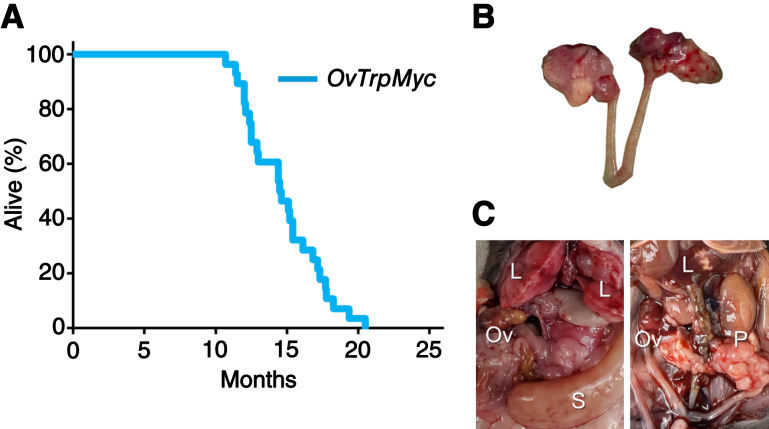
Middle-age presentation of ovarian and peritoneal tumors. **A,** Lifespan data from mice euthanized due to tumor burden criteria. **B,** Example of a dissected reproductive tract from a mouse with obvious macroscopic ovarian tumors. **C,** Examples of widespread intra-abdominal disease, including liver invasion (L), peritoneal tumors (P), splenic tumor (S), and ovarian tumors (Ov). L, liver invasion; Ov, ovarian tumors; P, peritoneal tumors; S, splenic tumor.

OvTrpMyc mice were designed with limited oncogenic stimuli with the intent of long latency, consistent with human disease. However, OvTrpMyc mice are effectively *Trp53*^+/−^ in all cells. Heterozygous *Trp53*^+/−^ mice develop lymphomas, osteosarcomas, fibrosarcomas, hemangiosarcomas, lung adenocarcinomas, and other tumors, which form lethal tumors in 25% of mice requiring euthanasia as early as 16.5 months in the C57BL/6 background (20). Complete knockout *Trp53*^−/−^ mice develop primarily lymphomas and have a half-life of 4.5 months. We observed our OvTrpMyc mouse model to have a survival curve intermediate between these genotypes. *Pax8*-Cre–driven mixed-background models knocking out *Pten* and *Trp53*, in contrast, have a median age of euthanasia requirement between 3 and 6 months, depending on the full genotype (17).

### Pathology of lethal ovarian and uterine cancers

Gross examination of mice meeting euthanasia criteria showed HGSOC and other cancer phenotypes. For HGSOC, tumors of the ovary were occasionally observed (Fig. 2B), but large tumors were rare. Widespread intra-abdominal disease was occasionally observed (Fig. 2C), with tumors throughout the mesentery as well as the peritoneal wall. Tumors involved with muscle external to the abdomen were observed, typically with invasion spreading from the peritoneal wall or from the ovary.

Previous, carefully controlled studies demonstrated *Ovgp1* expresses on nonciliated epithelial cells within the FTE, not the OSE (11, 12). To investigate OvTrpMyc transgene protein products at end-stage disease, the gynecologic tract (including uteri, fallopian tubes, ovaries, and ovarian fat pads) was dissected from mice meeting euthanasia criteria at 10 to 16 months of age and processed for molecular pathology. Tissues were formalin-fixed and embedded in paraffin prior to sectioning and staining for p53 and MYC. Tumors, if observed, were additionally stained with paired-box transcription factor PAX8, a biomarker used to help define gynecologic tumors in humans (45–47) but is also expressed in embryogenesis of the thyroid, renal, and upper urinary tracts. Whereas background staining was observed, WT mice did not exhibit clusters of p53 or MYC positivity on the FTE, although scattered single cells were positive (Fig. 3A). In single sections, some FTEs from OvTrpMyc mice were also negative, like WT, perhaps because the entire fallopian tube was not examined due to limited material availability. However, 64% of mice requiring euthanasia exhibited positive FTE staining with p53 and MYC in the single section evaluated, which is likely an underestimate. This contrasts with young mice: in three of three 3-month-old OvTrpMyc mice, none showed positive staining despite clear transgene expression by 10 weeks of age (Supplementary Fig. S1B). Semiquantitative notes from all IHC-assessed mice are available in Table 1 for mice meeting humane euthanasia criteria and Supplementary Table S1 for healthy mice euthanized prior to lethal tumor burden.

**Figure 3:**
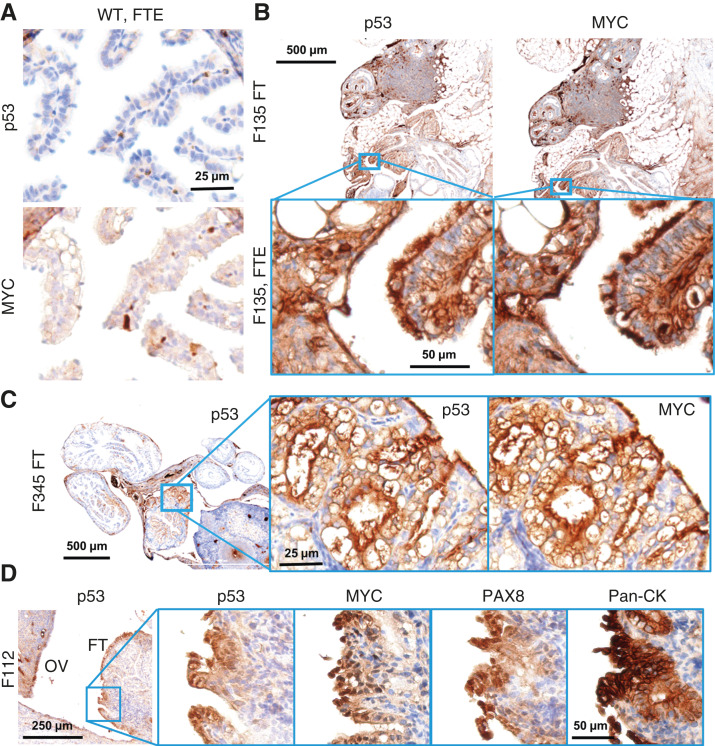
Molecular histology of the fallopian fimbriae. **A,** A WT mouse at 12 months of age showing little p53 or MYC staining in the FTE. **B,** OvTrpMyc fallopian tube at 15 months of age, F135, exhibiting p53 and MYC staining within the FTE. **C,** An OvTrpMyc mouse at 12 months of age, with vacuolated fallopian fimbriae–positive for p53 and MYC. **D,** An OvTrpMyc mouse at 15 months of age, with features resembling STIC.

**Table 1:** Semiquantitative estimates of IHC staining in moribund mice

Mouse ID	Genotype	Months	Euthanasia criteria met	Tissue	p53	MYC	PAX8
F129	Het	10.7	Y	FTE	0	0	NE
F129	Het	10.7	Y	OSE	4	4	1
F129	Het	10.7	Y	ULE	3	3	3
F259	Het	11.4	Y	FTE	1	1	NE
F259	Het	11.4	Y	OSE	0	0	0
F259	Het	11.4	Y	ULE	4	3	3
F345	Het	12	Y	FTE	3	3	NE
F345	Het	12	Y	OSE	0	0	0
F345	Het	12	Y	ULE	0	0	0
F376	Het	12.1	Y	FTE	0	0	NE
F376	Het	12.1	Y	OSE	0	0	0
F376	Het	12.1	Y	ULE	3	3	2
F127	Het	12.5	Y	FTE	1	1	—
F127	Het	12.5	Y	OSE	4	4	—
F127	Het	12.5	Y	ULE	3	3	4
F340	Het	12.9	Y	FTE	0	3	NE
F340	Het	12.9	Y	OSE	2	2	2
F340	Het	12.9	Y	ULE	0	0	0
F135	Het	14.6	Y	FTE	3	3	NE
F135	Het	14.6	Y	OSE	—	—	—
F135	Het	14.6	Y	Tumor-RP	4	4	4
F135	Het	14.6	Y	ULE	0	0	0
F2	Het	15.1	Y	FTE	—	—	—
F2	Het	15.1	Y	OSE	0	—	—
F2	Het	15.1	Y	Tumor-RP	4	4	4
F2	Het	15.1	Y	ULE	3	4	3
F283	Het	15.1	Y	FTE	0	3	NE
F283	Het	15.1	Y	OSE	—	—	—
F283	Het	15.1	Y	ULE	0	0	0
F112	Het	15.4	Y	FTE	4	4	NE
F112	Het	15.4	Y	OSE	4	4	4
F112	Het	15.4	Y	ULE	4	4	4
F278	Het	16.1	Y	FTE	1	1	NE
F278	Het	16.1	Y	OSE	3	3	2
F278	Het	16.1	Y	Tumor-M	4	4	4
F278	Het	16.1	Y	ULE	1	1	1
F12	Het	20.5	Y	FTE	1	2	NE
F12	Het	20.5	Y	OSE	0	0	0
F12	Het	20.5	Y	ULE	0	1	0

Abbreviations: M, mesenteric; RP, retroperitoneal.

p53, MYC, and PAX8 stains were enumerated: 0, no staining or scattered cells only; 1, clustered cells with predominantly cytoplasmic staining; 2, clustered cells with nuclear staining observed; 3, multiple clusters of cells with nuclear positivity; 4, majority of an area affected by positive staining.

“—” indicates tissue was not available or otherwise not evaluable on this slide. “NE” indicates PAX8 is unevaluable by this scoring on the FTE due to positivity in the normal, WT FTE.

Morphology and cellular distribution of p53 and MYC varied between mice. Mouse F135 exhibited nuclear p53 and nuclear MYC within the FTE, indicative of HGSOC, with surrounding cells exhibiting a mix of nuclear and cytoplasmic staining (Fig. 3B). This mouse had a large retroperitoneal tumor extending from the ovary to the spinal cord. The tumor stained positive for PAX8 in addition to p53 and MYC, as did a small mass situated in the ovarian fat pad (Supplementary Fig. S2), consistent with known HGSOC homing to adipocytes (48). Other mice exhibited FTE staining with primarily cytoplasmic expression surrounded by vacuoles (Fig. 3C). STIC is a precursor to HGSOC found in as many as 8% of FTEs of patients with *BRCA1/2* mutations from risk-reducing salpingo-oophorectomy and a higher proportion of patients with HGSOC (49). FTE from mouse F112 presented with features of STICs, including enlarged nuclei along the p53-positive epithelium, nuclear atypia, loss of polarity, and nearby morphologically normal regions (Fig. 3D). However, there were features which differ from human STICs, including occasional ciliated cell positivity and not strongly nuclear p53 in all affected cells, although MYC was strongly nuclear. Additional PAX8 and H&E images associated with p53 and MYC panels are provided as Supplementary Figs. S3 and S4.

OSE staining of p53 and MYC was observed in 50% of OvTrpMyc mice studied. In OvTrpMyc mouse F278, nuclear positivity of p53 and MYC was observed in cell clusters on the OSE (Fig. 4A), as was PAX8 (Supplementary Fig. S3). Mouse F278 exhibited minimal cytoplasmic positivity in the FTE and uterine luminal epithelium (ULE). The intra-abdominal tumor found in mouse F278 displayed PAX8 staining in addition to p53 and MYC (Fig. 4B). Other transgenic mice, similar to WT mice, were not observed to have p53 or MYC positivity on the OSE. Like WT mice, other ovarian structures stained positive (Fig. 4C and D). The OSE observations positive for p53/MYC may be intraepithelial metastasis events.

**Figure 4:**
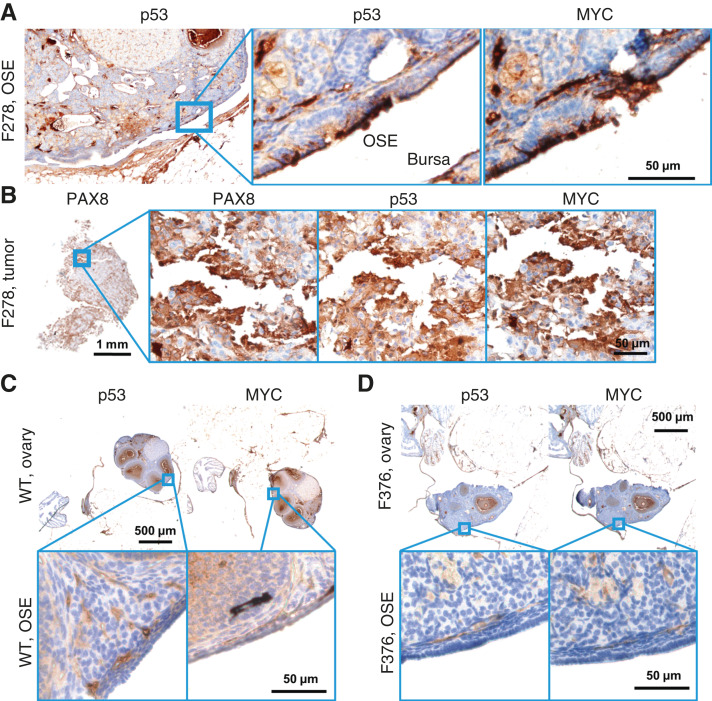
Molecular histology of the OSE. **A,** An OvTrpMyc mouse at 16 months of age with clear OSE staining of p53 and MYC. **B,** The intra-abdominal tumor extracted from the mouse shown in **A** exhibited PAX8, p53, and MYC staining. **C,** A WT mouse at 12 months of age is negative for p53 or MYC staining in OSE. **D,** Example of an OvTrpMyc mouse with a region of negative OSE staining of p53 and MYC, at 12 months of age.

Although the OvTrpMyc mice were originally designed to mimic HGSOC, strong staining of p53 and MYC on the ULE was noted in 58% of OvTrpMyc mice. Adjacent tissue exhibited p53 and MYC staining in normal, WT mice, whereas uterine epithelium was universally negative for staining (Fig. 5A). In OvTrpMyc mice, p53-, MYC-, and PAX8-positive epithelial clusters were observed, flanked by scattered cells evidently spreading into the adjacent epithelium, which was not observed in WT mice (Fig. 5A and B; Supplementary Fig. S3). This occurred in the absence of OSE (Fig. 4D) or FTE staining (Supplementary Fig. S3) in the single section from OvTrpMyc mouse F376 but coincided with macroscopic tumor staining (Fig. 5C). However, uterine lumen epithelial staining coincided with predominantly cytoplasmic p53 and MYC staining found in the OSE in one of the youngest mice euthanized, at 11 months (Fig. 5D and E). Ovarian fat pad metastatic cells were found and included p53, MYC, and PAX8 staining (Fig. 5F). These results are consistent with the model that the observed uterine p53/MYC-positive cells possibly originated on the FTE, as driven by *Ovgp1*, and migrated through the oviduct into the uterus (Fig. 5G).

**Figure 5:**
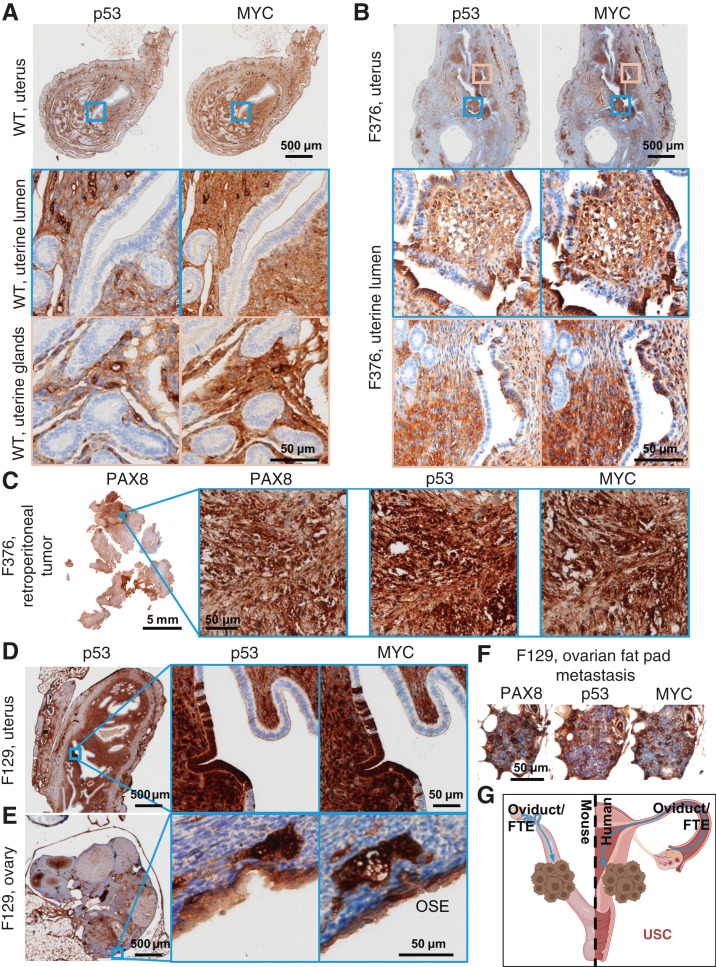
Uterine luminal epithelium staining of p53 and MYC. **A,** A WT mouse at 12 months of age showing negative p53 and MYC staining in the uterine epithelium and positive staining in adjacent tissues. **B,** Example of a 12 months old OvTrpMyc mouse with cytoplasmic p53 and whole-cell MYC staining along the ULE. **C,** A large retroperitoneal tumor, behind the kidney, stained for p53, MYC, and PAX8. **D,** An example of ULE expression in an OvTrpMyc mouse F129, with evidence of similar whole-cell staining of p53 and MYC on the (**E**) OSE and (**F**) ovarian fat pad metastasis. Mouse F129 was 11 months of age. **G,** Proposed model for observed dissemination of cells from the FTE to the ULE as an origin of uterine serous carcinoma. USC, uterine serous carcinoma.

### Observation of non-gynecologic cancers

Macroscopic tumors were not always immediately observed upon dissection, despite a mouse reaching euthanasia criteria. Three such mice were subjected to full necropsies, revealing brain tumors and lung tumors (Supplementary Fig. S5). Tumors resembling sarcomas or carcinosarcomas were also identified from macroscopic neoplasms (Supplementary Fig. S6). It is unclear if these are metastatic events, a form of uterine carcinosarcoma, accelerated background strain tumor formation due to disruption of *Trp53*, or another event.

### Aneuploidy and CNAs within OvTrpMyc tumor cells

The primary rationale of integrating the OvTrpMyc transgene into the endogenous p53 locus was to allow for LOH of chromosome 11 (chromosome 17 in humans) during spontaneous tumor development. To test if LOH occurred in tumor cells from these mice, eight mice meeting euthanasia criteria were dissected (Fig. 6A) for small portions of the uterus, ovaries, and fallopian tubes and any macroscopic tumor presentation. These dissections were minced, washed, and allowed to grow *ex vivo* in tissue culture media (see “Materials and Methods”). 

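mRNA was sequenced from 11 cell lines of 7 mice, and the authors deposited the number of reads that featureCounts assigned to each gene after duplicate removal, as raw counts without normalization. Of these lines, 7 were grown from an ovary (F364 ROV, F364 LOV, F326 ROV, F319 ROV, F318 ROV, F339 ROV, and F318 LOV) and 2 from a uterus (F319 and F333). The other lines were grown from a splenic tumor of F326 and a peritoneal tumor of F361. Mice F318, F319, F326, and F364 gave 2 lines each. Each line was sequenced as 1 library, so the spread between lines is the only measure of error. The counts on genes ranged from 13580525 in F361 to 27044598 in the F319 uterus line, with a median of 17517765. Values are given as CPM, the count divided by the library's total and scaled to 1000000. Between 14840 and 16286 genes per library had at least 10 counts, among 28284 genes listed by symbol. A level of 3 counts, below which a gene was taken as not detected, corresponds to 0.111 to 0.221 CPM. Binomial intervals cover counting error only, because reads were not marked with molecular identifiers. Of the 10 genes with the most counts over all lines, 6 encode proteins of adult skeletal muscle fibers (Myh4, Atp2a1, Myh1, Ttn, Actn3, and Tnnt3). A list of 39 genes of the muscle fiber, written after the counts were seen, took 8.53% to 16.4% of the counts in the 7 libraries that carry the numbers 1 to 7 in the labels. It took 0.176% to 1.37% in the 4 libraries numbered 8 to 11 (F339 ROV, F318 LOV, and both uterus lines). The Y-linked genes Ddx3y, Uty, Eif2s3y, and Kdm5d together reached 128 to 174 CPM in libraries 1 to 7 and 1.75 to 19.2 CPM in libraries 8 to 11. Both uterus libraries carry numbers from 8 to 11, and all reference libraries of the copy-number analysis carry numbers from 1 to 7. Organ and library number are therefore partly confounded.

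**Figure D1:**
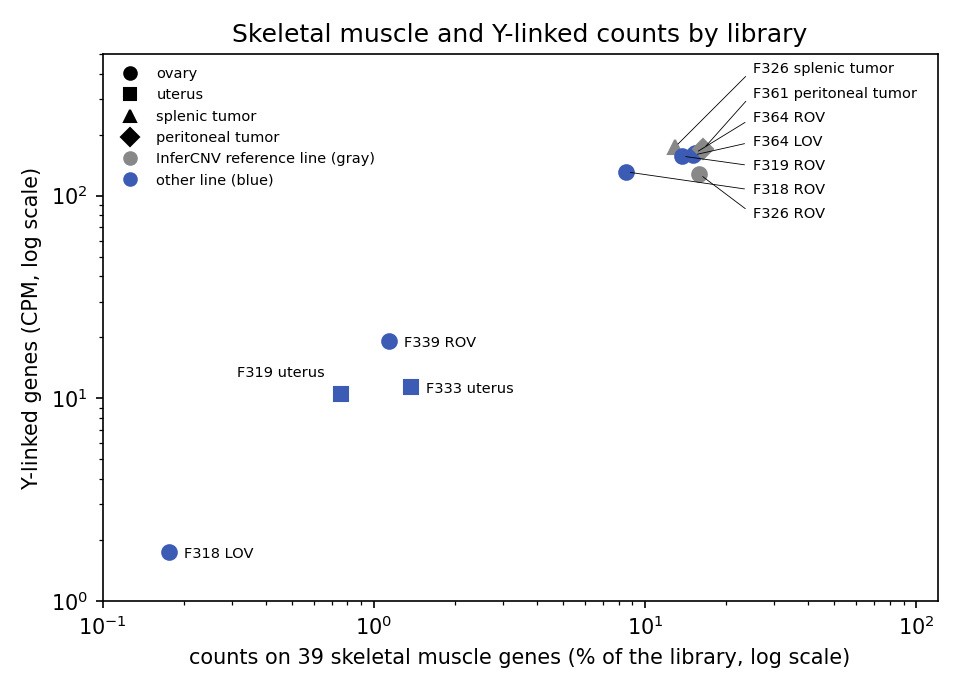
Percent of each library's counts on 39 skeletal muscle fiber genes (horizontal, log scale) against the summed CPM of 4 Y-linked genes (vertical, log scale), with 1 point per cell line, shaped by tissue and colored by role in the copy-number analysis. The 7 libraries numbered 1 to 7 lie at 8.53% or more and 128 CPM or more, and the other 4 at 1.37% or less and 19.2 CPM or less.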

Once a cell line was established with regular passaging, these cells were (i) genotyped for LOH and (ii) sequenced by bulk RNA sequencing for mRNA transcriptome analysis. Seven mice yielded a cell line from at least one of these origin sites. LOH was present in the *ex vivo* OvTrpMyc cell lines generated (Fig. 6B; mutant PCR bands were seen, but no WT bands were seen other than in controls). These results provide direct evidence that the WT allele of p53 was lost in these tumor cells. Each tumor cell line was shown to have ample chromosome alterations (Fig. 6C), consistent with patterns in human disease. 

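Copy-number states were called with a 3-state hidden Markov model on the smoothed log2 ratio to the mean of the 3 control lines (F326 splenic tumor, F326 ROV, and F361). Gain and loss were set at the distance from 0 that 5% of a normal distribution with the SD of those lines exceeds on either side, and the probability of a transition was 0.01. A median of 69.0% of genes was in gain or loss over the 8 lines of Fig. 6C (SD 13.2, n = 8 lines), from 55.5% in F364 ROV to 84.2% in the F319 uterus line. The alternative that moved this most, a fixed threshold of 2 corrected SD that was chosen after seeing the data and the calls on simulated lines, gave a median of 23.4%. As a background, each control line was called against the other 2, and 39.2% to 61.2% of genes were then in gain or loss. The order of the genes was also shuffled 100 times, with the state positions of the real order kept. The median over the 8 lines was then at most 57.9%. In simulated lines, the model found 100% of the genes placed in a loss or a gain and also called 54.0% of the unchanged genes. The corrected threshold called 3.54% of the unchanged genes. The simulated changes were large and covered whole chromosomes, in lines without a batch, so these rates need not hold for the real lines. The 4 lines with library numbers of 7 or lower had 55.5% to 58.7% of genes in gain or loss, and the 4 with numbers of 8 or higher had 79.4% to 84.2%. All control lines carry numbers from 1 to 7. The genes in loss in all 8 lines numbered 1051, on chromosomes 2, 5, 7, 9, and 11. The genes in gain in all 8 lines numbered 77, on chromosome 5. When the mean of all 11 lines replaced the control lines, 42.2% of these calls of loss and 44.6% of these calls of gain remained in the 8 lines.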

Although synteny is partial for most chromosomes, loss of the p53-coding chromosome (11 in mice and 17 in humans) and gain of the mouse region syntenic to human amplicon 8q24, on murine 15qD1, was often found.

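The expression level of a region was taken as the mean log2 ratio of its genes to the mean of all 11 lines, after each line was centered on its genome-wide median. Over the 1671 genes of chromosome 11, the level was -0.075 ± 0.24 (SD, n = 8) in the lines of Fig. 6C and 0.22 ± 0.073 (SD, n = 3) in the control lines. Each of the 8 lines lay below every control line, but the difference of means of -0.30 did not pass the threshold (two-sided exact permutation test over all splits, p = 0.0667). The alternative that moved it most, a window of 300 genes around Trp53 with Trp53 left out, gave -0.48 (exact permutation p = 0.0485). Both tests take lines of the same mouse as independent, and with 1 value per mouse the chromosome 11 difference was -0.32 and passed (exact permutation p = 0.0476, the smallest possible). As a median over genes it was -0.16 (exact permutation p = 0.109). The difference of means was negative on 17 of the 19 autosomes. As a median over genes, it was negative only on chromosomes 1, 6, 7, 9, 11, and 14. Within libraries 1 to 7, the difference of means was negative on chromosomes 1, 2, 7, 9, 10, 11, 15, 16, and 17. Without the genes of the muscle fiber list, only 7 of which lie on chromosome 11, the chromosome 11 difference was -0.29 (exact permutation p = 0.0667). Within libraries 1 to 7 it was -0.12 (exact permutation p = 0.0286, the smallest that 3 lines against 4 allow). That test also takes lines of the same mouse as independent, among them both lines of F326 and both of F364. Libraries 8 to 11 hold no control line, so the difference cannot be computed there. Called states at the position of Trp53 were loss in all 8 lines, and also in 1 of the control lines, F326 splenic tumor. Of the other control lines, F326 ROV had a gain there and F361 no change. In the window of 300 genes around Trp53, the levels of 6 of the 8 lines lay below every control line. Myc lies on chromosome 15 from 61985391 to 61990374. Over a window of 300 genes around Myc, with Myc left out because reads of the transgene count on it, the level was 0.019 ± 0.16 (SD, n = 8) against -0.029 ± 0.026 (SD, n = 3). The difference of 0.048 was within the spread of the lines (exact permutation p = 0.618), and within libraries 1 to 7 it was -0.067 (exact permutation p = 0.457). As a median over genes, the alternative that moved it most, it was 0.20 (exact permutation p = 0.303). The called state at Myc was gain in 5 lines (F364 LOV, F339 ROV, F318 LOV, F319 uterus, and F333 uterus) and loss in 1 (F318 ROV), with no change called in 2. With a window of 100 genes, all 8 lines had a gain there, and 6 of them, along with 2 control lines, had a loss at Trp53. Among the 19 autosomes, chromosome 7 had the largest difference between the 8 lines and the control lines, -0.31 (exact permutation p = 0.0364, Benjamini-Hochberg adjusted p = 0.530 over 19 chromosomes), and 7 of the 8 lines lay below every control line. Within libraries 1 to 7 the chromosome 7 difference was -0.11 (exact permutation p = 0.0571). The paper sets the loss on chromosome 11 against the design of the transgene, which was placed at the endogenous p53 locus so that the wild-type allele could be lost.

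**Figure D2:**
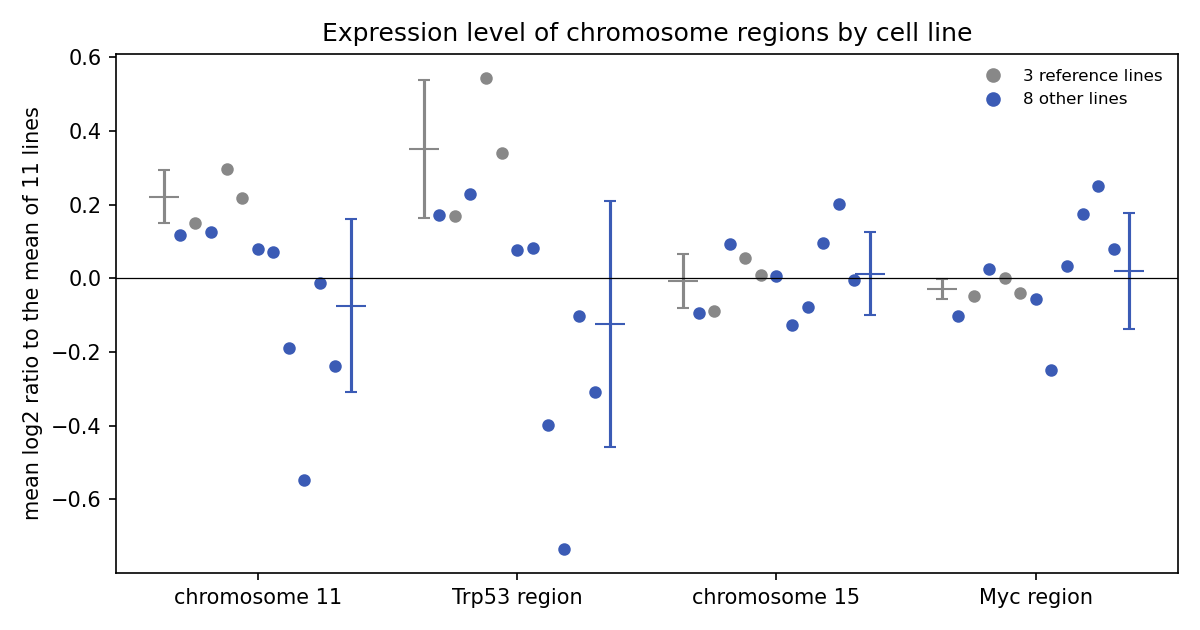
Mean log2 ratio to the mean of 11 lines for chromosome 11, the 300 genes around Trp53, chromosome 15, and the 300 genes around Myc, with 1 point per line and bars for the mean and SD of the 3 control lines (gray) and the 8 other lines (blue). On chromosome 11 the 8 lines have a mean of -0.075 and the control lines 0.22, and around Myc the means are 0.019 and -0.029.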

**Figure 6:**
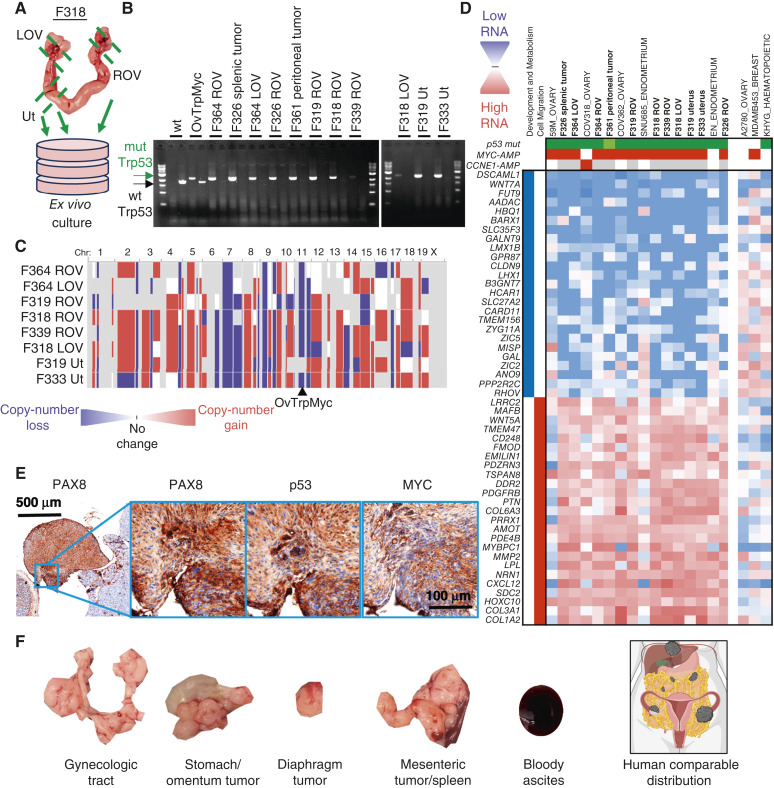
CNAs, transcriptomics, and tumorigenicity of extracted OvTrpMyc tumor cells. **A,** Dissection diagram for *ex vivo* expansion. Gynecologic tract for mouse F318 is shown. **B,** LOH was observed by PCR of the Trp53 transgene (mutation) in isolated cells. **C,** Whole-genome CNA calls of tumor cells. Blue indicates copy-number loss, and red indicates copy-number gain. **D,** Transcriptomic profiling of OvTrpMyc cancer cells compared with human gynecologic cancer within the human CCLE. Header genes refer to mutation in p53 (green), MYC amplification (red), or CCNE1 amplification (red), shaded white if absent or gray if unknown. Nearest neighbor human cell lines comprise the cell lines shown. A2780, MDA-MB-453, and KHYG cell lines are shown as representative cell lines which have driver gene characteristics comparable with the mouse cell lines but clearly different transcriptional profiles. **E,** 8 × 10^6^ F339 ROV OvTrpMyc cell line cells were injected i.p. into a young OvTrpMyc female recipient mouse. The mouse lost weight, meeting euthanasia criteria after 54 days. IHC staining of a dissected tumor attached to the intestines is shown. **F,** Distribution of tumors found in F318 LOV i.p. syngeneic injected mice (5 × 10^6^ cells, 132 days) relative to a human image depiction of HGSOC metastatic spread. LOV, left ovary; ROV, right ovary; Ut, uterus.

### OvTrpMyc tumor cells transcriptionally pair with HGSOC and uterine serous cancer

Transcriptomes from OvTrpMyc tumor cells were next analyzed to characterize which human gynecologic cancers they best mimic. Because cell lines have clear differences from endogenous disease (50), transcriptomes, we compared between mouse and human cell lines. Clustering of transcriptomes revealed that tumor cells from OvTrpMyc mice most closely mimicked well-characterized HGSOC and, unexpectedly, p53-mutant endometrial cancer cell lines but not cervical nor other subtypes of ovarian cancer (Fig. 6D). 

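The human expression values were not used here, and distances were computed between the mouse lines alone, on log2(CPM + 1) of the 21616 genes with a mean count of at least 1. The 4 pairs of lines from the same mouse had a mean Euclidean distance of 147, and the 51 other pairs had a mean of 165.2, a ratio of 0.891. This was not detectably smaller than the placement of 4 pairs among the lines gives (one-sided exact permutation test over all placements, p = 0.281). The alternative that moved the ratio most, a pseudocount of 0.1, gave 0.932 (exact permutation p = 0.325). Distances followed the library numbers. The 21 pairs within libraries 1 to 7 had a mean distance of 112, the 6 pairs within libraries 8 to 11 a mean of 119, and the 28 pairs across these numbers a mean of 212. The nearest line to each line carried a number on the same side. Within libraries 1 to 7, which hold 2 same-mouse pairs, the ratio was 0.902 (exact permutation p = 0.229, 105 placements). Libraries 8 to 11 hold no same-mouse pair. Across the numbers, the 2 same-mouse pairs had a mean distance of 192, and the 26 other pairs a mean of 214. Over the 3780 placements that keep the number of pairs on each side of the numbers and across them, a test added after seeing the data, the ratio was 0.907 and the one-sided exact permutation p was 0.0971. The closest lines were F364 ROV and F364 LOV, with a distance of 76.6. The other same-mouse pair within libraries 1 to 7, F326 splenic tumor and F326 ROV, lay at 128, above the mean of 112 there.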

A singular exception in cell identity clustering was the EN cell line, which in the CCLE dataset, utilized for transcriptomes in Fig. 6D, was not annotated as p53-mutant nor *MYC*- or *CCNE1*-amplified. However, the founders of the EN line note a p53-R273H mutation (51), and the transcriptomic data from the CCLE (52) also show *MYC*, *CCNE1*, and p53 expressions as comparable with HGSOC lines. Cell lines with features that are only a portion of the transgene are shown for comparison. A2780 is a non-HGSOC ovarian cancer cell line but has neither a p53 mutation nor a MYC amplification. Triple-negative breast cancers have many similar characteristics from a genetic standpoint to HGSOC, including frequent BRCA mutation, p53 mutation, and high aneuploidy, but a representative cell line MDA-MB-453 displayed a clearly different transcriptomic profile. Lastly, the leukemia cell line KHYG, which has a p53 mutation, also displayed a clearly different transcriptomic profile. 

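Fig. 6D shows 25 genes that are high and 25 that are low in the OvTrpMyc lines. The paper chose them for small differences between the mouse lines and their nearest human line, and large differences from the other lines. All 25 high genes and 24 of the low genes were found in the table under the mouse form of their symbols. Their medians over the lines lay at the percentiles 100 and 0 of 10000 random lists of as many genes. The figure already shows these genes as high or low in the same lines, so this is not an independent test. In each line, the median log2(CPM + 1) of the low genes was subtracted from that of the high genes. The difference was from 4.50 in F364 ROV to 7.03 in F318 LOV, with a median of 6.14 over the 11 lines. A pseudocount of 0.1 moved it most, to 9.26. Of 264 values of the low genes, 9 reached 1 CPM, and 162 were 0 counts. The highest was Ano9 at 3.39 CPM in F361. Of 275 values of the high genes, 273 reached 1 CPM, and the lowest was Ptn at 0.507 CPM in F364 ROV. Mybpc1, which encodes a myosin-binding protein and is on the muscle fiber list, had the highest median of the high genes, 2031 CPM, with a range from 20.0 CPM in F318 LOV to 2838 CPM in F326 splenic tumor. In every library numbered 1 to 7, Mybpc1 was higher than in any numbered 8 to 11, and Tmem47, Col6a3, Nrn1, Sdc2, and Col3a1 were lower. For a single gene and direction, chance gives such a separation in 1 of 330 choices of 7 libraries. Without Mybpc1 and Lrrc2, a choice made after their values were seen, the median difference was 5.96.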

OvTrpMyc clusters revealed a downregulation of developmental and metabolic genes and an upregulation of cell migration genes. These transcriptome-wide data provide molecular evidence that complements histopathology to confirm HGSOC and serous endometrial cancers arise in the OvTrpMyc GEMM.

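Marker lists for epithelial and mesenchymal cells were written before the data were examined. The median log2(CPM + 1) of the 20 mesenchymal genes exceeded that of the 18 epithelial genes found in every line, by 3.92 in F364 ROV to 8.48 in F339 ROV and by a median of 7.28. A pseudocount of 0.1 moved it most, to 9.28. Pax8, which encodes the marker that the paper stained in tissue, had 68 counts in F319 ROV, or 3.04 CPM (95% Wilson interval 2.40 to 3.86). In the other 10 lines it was at most 0.259 CPM, with 0 counts in 5 of them, where 3 counts correspond to 0.139 to 0.221 CPM. Krt8 was at 52.7 CPM in F319 ROV (49.8 to 55.8) and at most 0.663 CPM in the other lines. Wt1 was at 65.6, 67.2, and 72.7 CPM in F364 ROV, F326 ROV, and F319 ROV and at 5.85 CPM or less in the other lines. Between the 2 uterus lines and the 7 ovary lines, 0 of 17446 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 2308 had an unadjusted p under 0.05. DESeq2 moved this most, to 1297 genes (196 higher and 1101 lower in the uterus lines). Within libraries 8 to 11, which hold both uterus lines and 2 ovary lines, edgeR gave 0 genes, with 522 at an unadjusted p under 0.05. Myc was at 153 and 291 CPM in the uterus lines and at 107 ± 91.7 CPM (SD, n = 7) in the ovary lines. It was at 93.6 CPM or less in every library numbered 1 to 7 and at 153 CPM or more in every library numbered 8 to 11. Hoxa11 was at 41.7 and 48.1 CPM in the uterus lines, at 22.3 CPM in F318 LOV, and at most 4.87 CPM in the other lines. The paper reasons from the nearest human cell lines and the histology together to serous cancers of the ovary and the endometrium.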

Cell lines were amplified and injected intraperitoneally into recipient young female OvTrpMyc mice. The mice were monitored for disease meeting the same euthanasia criteria as the spontaneous disease model. Mice required euthanasia due to ascites or distorted abdomen at days 40 (F319 uterus), 54 (F339 ROV), 65 (F326 ROV), and 132 (F318 LOV). Upon euthanasia, gross pathology observations were noted, the gynecologic tract was dissected, and tissues were processed for histopathologic analysis. Histopathologic examination of intra-abdominal tumors showed evidence of HGSOC, including nuclear atypia and pleomorphism, cellular budding, PAX8 staining, nuclear p53 staining, and nuclear MYC staining (Fig. 6E). OvTrpMyc cell line protein levels of MYC were intermediate between high-MYC and low-MYC human cell lines (Supplementary Fig. S7). Macroscopic dissemination was similar to human HGSOC for F318 LOV cells (Fig. 6F). These F339 ROV and F318 LOV cells are evidently useful for syngeneic injections for controlled experimentation about HGSOC tumor formation and development. The F319 uterus cell line exhibited rapid ascites and may be considered for uterine serous carcinoma syngeneic experiments.

## Discussion

Our study demonstrates that MYC expression and a *p53-R270H* mutation drives HGSOC in a mouse model of *Ovgp1* promoter–driven transgene expression. No *BRCA* or homologous repair gene was altered in the GEMM design. The single transgene is sufficient for experimentation without extensive breeding protocols. Latency is long, 14.5 months on average, allowing for the development of HGSOC characteristics such as peritoneal metastasis and extensive CNAs. The FTE was aberrant in most moribund mice, with features consistent with STICs observed. Histopathologic observations were made, which were consistent with intraepithelial metastases to the OSE and ULE. Cells grown *ex vivo* from the gynecologic tract from transgenic mice formed tumors following i.p. injections. This mouse model may be used to study aspects of spontaneous cancer development and for syngeneic injection experimentation.

At morbidity, 100% of the studied mice exhibited evidence of p53 and MYC positivity along epithelial clusters in at least one site within the FTE, OSE, and ULE. More than half of the mice exhibited positivity at multiple sites. However, the largest tumor observed in these mice tended to be metastases, not the ovary itself. Indeed, when tumor cells were isolated for *ex vivo* growth, the ovary and oviduct seemed within the reference range of macroscopic size, albeit somewhat morphologically different. We speculate that this may be due to high metastatic potential of these cells which have both *p53* mutation and MYC overexpression, consistent with the finding that syngeneic mouse injections yielded lethal tumor burden. Given that *Myc* is a Yamanaka factor enabling dedifferentiation and redifferentiation into many tissue sites (53), it may be unsurprising that metastases predominate in this GEMM.

The OvTrpMyc mice have a longer latency than other models with strong drivers. SV40 T-antigen MISIIR mice develop ovarian tumors with complete penetrance, usually within 4 to 6 months of age (54). With *Ovgp1*, SV40-driven mice develop histologic lesions in the epithelium of the fallopian tube as early as 6 weeks of age (55). Mice with *Pax8-Cre*–driven *PTEN* knockouts were lethal at 2.2 to 5.7 months, from disease originating in fallopian STICs (17). Similar to *Brca1*−/−*p53*−/−*Rb*−/−*Nrf1*+/− mice (12), OvTrpMyc mice often require a year or more to develop observable disease. We predicted latency is required to accumulate aneuploidy, which we previously observed was somewhat rare in SV40 T-antigen–driven disease (14). Aneuploidy is characteristic of HGSOC and uterine serous cancer (32, 56, 57). A handful of aneuploid events were observed previously in *Brca2*−/−*Pten*−/−*p53*^*R270H*/−^–driven tumors (17). Here, OvTrpMyc mice clearly utilized aneuploid mechanisms for tumor development processes, with strong positive selection for the mutant allele of p53 on chromosome 11. CNAs were ubiquitous in cell lines derived from OvTrpMyc.

Fallopian fimbriae as a likely origin site of ovarian cancer was first suggested from histopathology of prophylactic oophorectomy from women with germline BRCA mutations (58). GEMMs have now provided ample support for epithelium within the fallopian fimbriae as a site with characteristics of disease initiation (37, 38). However, *Ovgp1*-driven mouse models all included a *Brca1*+/− or *Brca1*−/− genotype along with other driver genes. There remains clinical debate about whether salpingectomies should be performed in patients of average risk, particularly opportunistic procedures for contraception (10, 59). The OvTrpMyc model presented here is the first HGSOC GEMM showing evidence of precursor lesions in the fallopian fimbriae epithelium using an *Ovgp1* promoter without *Brca* deletions. This is supportive of the thesis that patients without germline *BRCA* mutation may nonetheless benefit from salpingectomies to reduce ovarian cancer risk.

Limitations of this model are varied. Some of the nongynecologic tumors found in late-life euthanized mice were analogous to those found in *Trp53*+/− mice. Although we also found that gynecologic cancer cells could be isolated in 88% of cases of a dissected mouse at end-stage disease, metastatic modeling of HGSOC in this spontaneous model is difficult. PAX8 and other biomarker staining can aid in interpretation of the site of origin. Mice envelop the ovary with a layer of tissue forming the bursa, which humans do not have, and this may affect metastatic properties. The bursa is additionally known to develop leiomyosarcomas in response to intrabursal viral inactivation of *Trp53* and *Brca1* (60). The IHC staining presented here contained significant background, which, if removed through optimization, would improve the understanding of tissue expression specificity and nuclear/cytoplasmic ratios. The mice did not always exhibit obvious macroscopic tumors, including on the ovaries, even in mice which clearly had viable cancer cells once dissected from the ovary (Fig. 6A), and ultimately formed tumors in a syngeneic setting. Lastly, although the *Ovgp1*-driven transgene product HA expressed primarily in the FTE (Supplementary Fig. S1), it is possible that some off-target expression occurs during the lifespan of a mouse.

The unexpected, yet exciting, finding that hallmarks of uterine serous carcinomas, such as cells resembling endometrial intraepithelial carcinoma, are found in the OvTrpMyc model provides further support that uterine serous cancer is similar genetically and biologically to HGSOC. Like HGSOC, the most common p53 alteration in uterine serous carcinomas is a mutation in R273 (murine R270). For CNAs, 8q24, containing *MYC*, is the second most common amplification just behind the unstable *MECOM* locus near *PIK3CA* (56). Previous serous endometrial GEMMs required loss of *PTEN* in a p53 null background or a mutation in a telomere shelterin complex gene to yield disease within the lifetime of a mouse (61, 62). Uterine serous carcinoma is aggressive and treatment-resistant like HGSOC; it only accounts for 10% of endometrial cancer cases, yet it is responsible for 39% of endometrial cancer–related deaths (63). Retrospective studies have revealed a link between tubal ligation, which may prevent intraepithelial metastasis from the fallopian tube, and reduced rates of endometrial cancer (64). In a carefully controlled cohort study of tubal ligation, the hazard ratio for type I endometrioid uterine cancer was 0.78, but the HR was strikingly 0.25 for type II, typically p53-mutant uterine serous carcinoma, indicating surprisingly low incidence of type II tumors following tubal ligation (65). Fallopian STICs and other fallopian epithelium irregularities were observed in patients with uterine serous carcinoma and included the same clonal p53 mutation (66, 67). Taken together, these human retrospective studies, the current OvTrpMyc GEMM study, and human genetic data (68, 69) are all consistent with the emerging hypothesis that uterine serous carcinoma can originate from the same site as HGSOC: the FTE.

## Supplementary Material

Supplementary Figure 1 Ovgp1 transgene expression

Supplementary Figure 2 Tumor immunohistochemistry from FTE affected mice

Supplementary Figure 3 PAX8 staining corresponding to other immunohistochemical figures

Supplementary Figure 4 H&E staining corresponding to immunohistochemical figures

Supplementary Figure 5 Necropsy of mice lacking macroscopic disease

Supplementary Figure 6 Other malignancies

Supplementary Figure 7 MYC levels in syngeneic OvTrpMyc cell lines relative to human lines

Supplementary Table 1 Semi-quantitative estimates of immunohistochemical staining in healthy mice

# Supplementary material for: MYC is Sufficient to Generate Mid-Life High-Grade Serous Ovarian and Uterine Serous Carcinomas in a p53-R270H Mouse Model
**Source:** Cancer Res Commun. 2024 Sep 26;4(9):2525–38. doi: 10.1158/2767-9764.CRC-24-0144
**Supplement:** Supplementary Figure 1 — Ovgp1 transgene expression

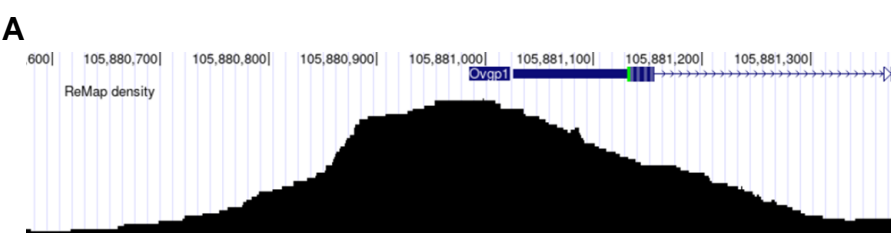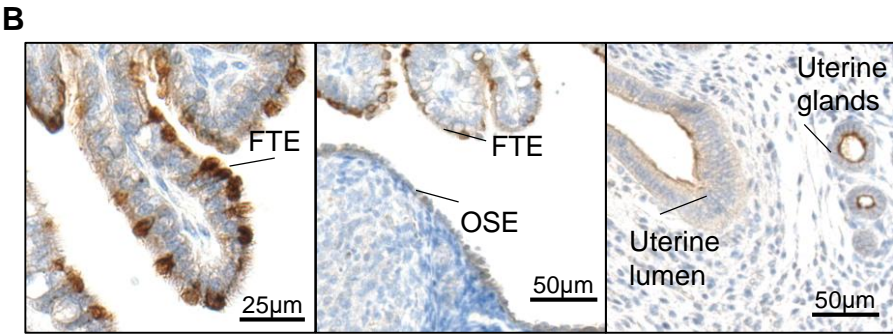

**Figure S1: *Ovgp1* transgene expression.** (A) UCSC Genome Browser display of the murine *Ovgp1* promoter with its regulatory peak, as annotated in the ReMap ChIP-seq database. (B) 3xHA tag transgene immunohistochemical staining at 10 weeks of age in an OvTrpMyc female.

# Supplementary material for: MYC is Sufficient to Generate Mid-Life High-Grade Serous Ovarian and Uterine Serous Carcinomas in a p53-R270H Mouse Model
**Source:** Cancer Res Commun. 2024 Sep 26;4(9):2525–38. doi: 10.1158/2767-9764.CRC-24-0144
**Supplement:** Supplementary Figure 2 — Tumor immunohistochemistry from FTE affected mice

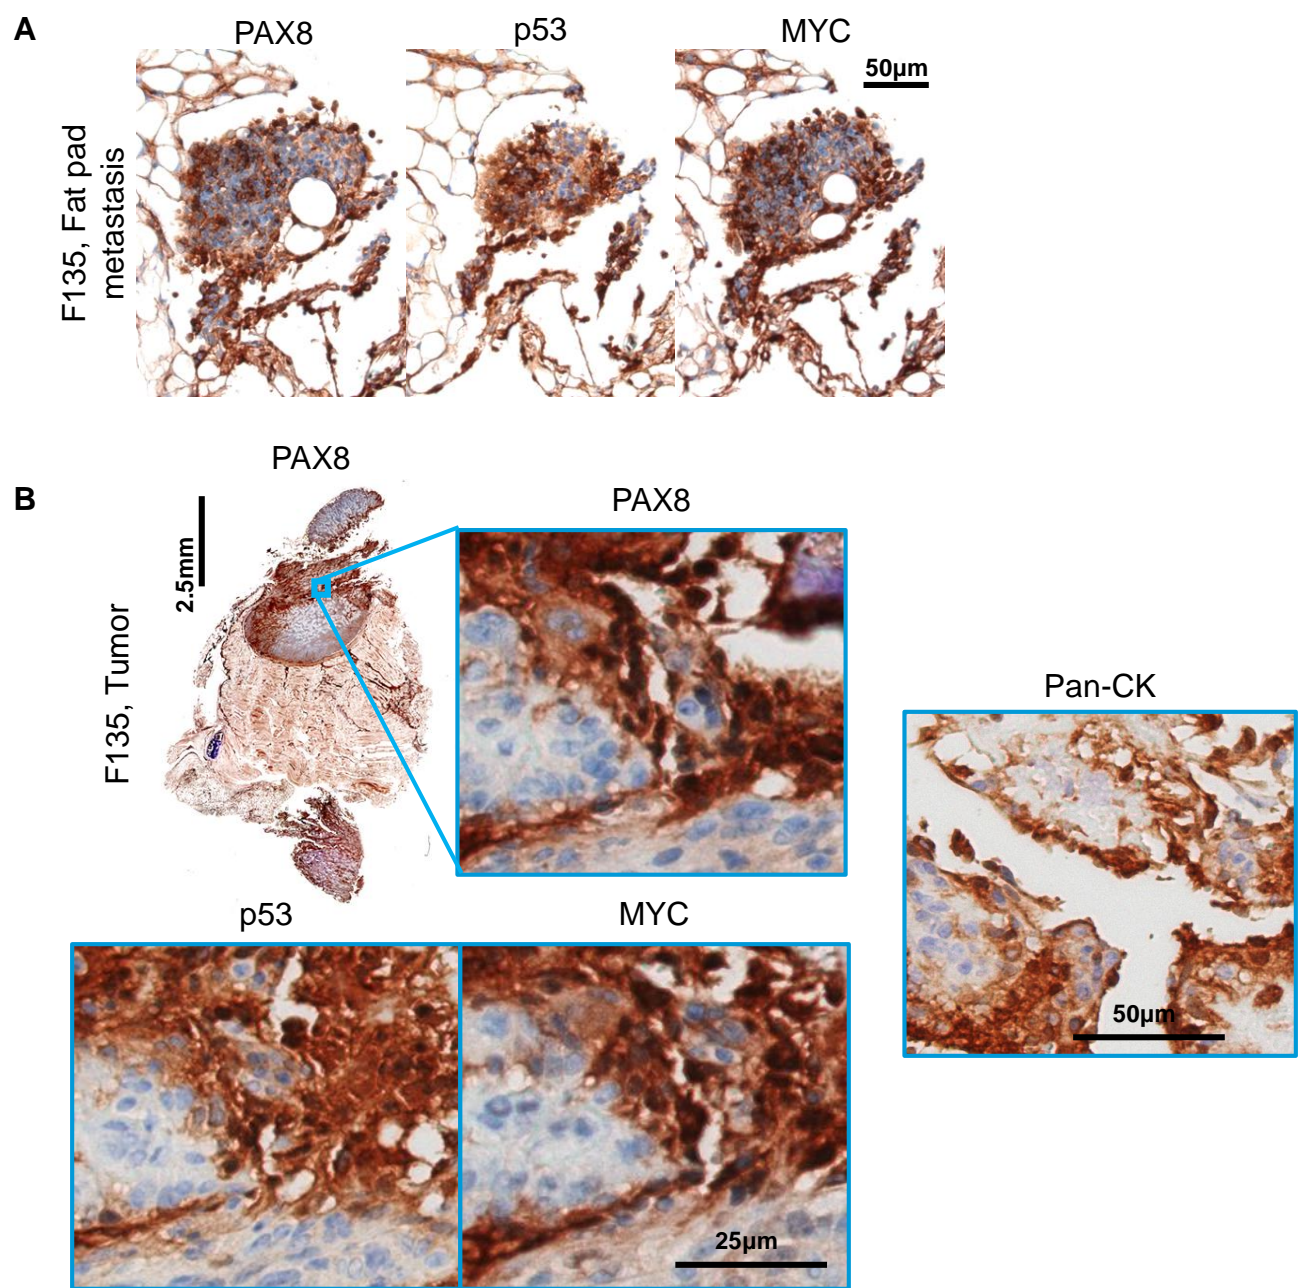

**Figure S2: Tumor immunohistochemistry from FTE affected mice.** (A) An ovarian fat pad metastatic nodule. (B) Intra-abdominal tumor dissected from an OvTrpMyc mouse with positive PAX8, p53, and MYC staining.

# Supplementary material for: MYC is Sufficient to Generate Mid-Life High-Grade Serous Ovarian and Uterine Serous Carcinomas in a p53-R270H Mouse Model
**Source:** Cancer Res Commun. 2024 Sep 26;4(9):2525–38. doi: 10.1158/2767-9764.CRC-24-0144
**Supplement:** Supplementary Figure 3 — PAX8 staining corresponding to other immunohistochemical figures

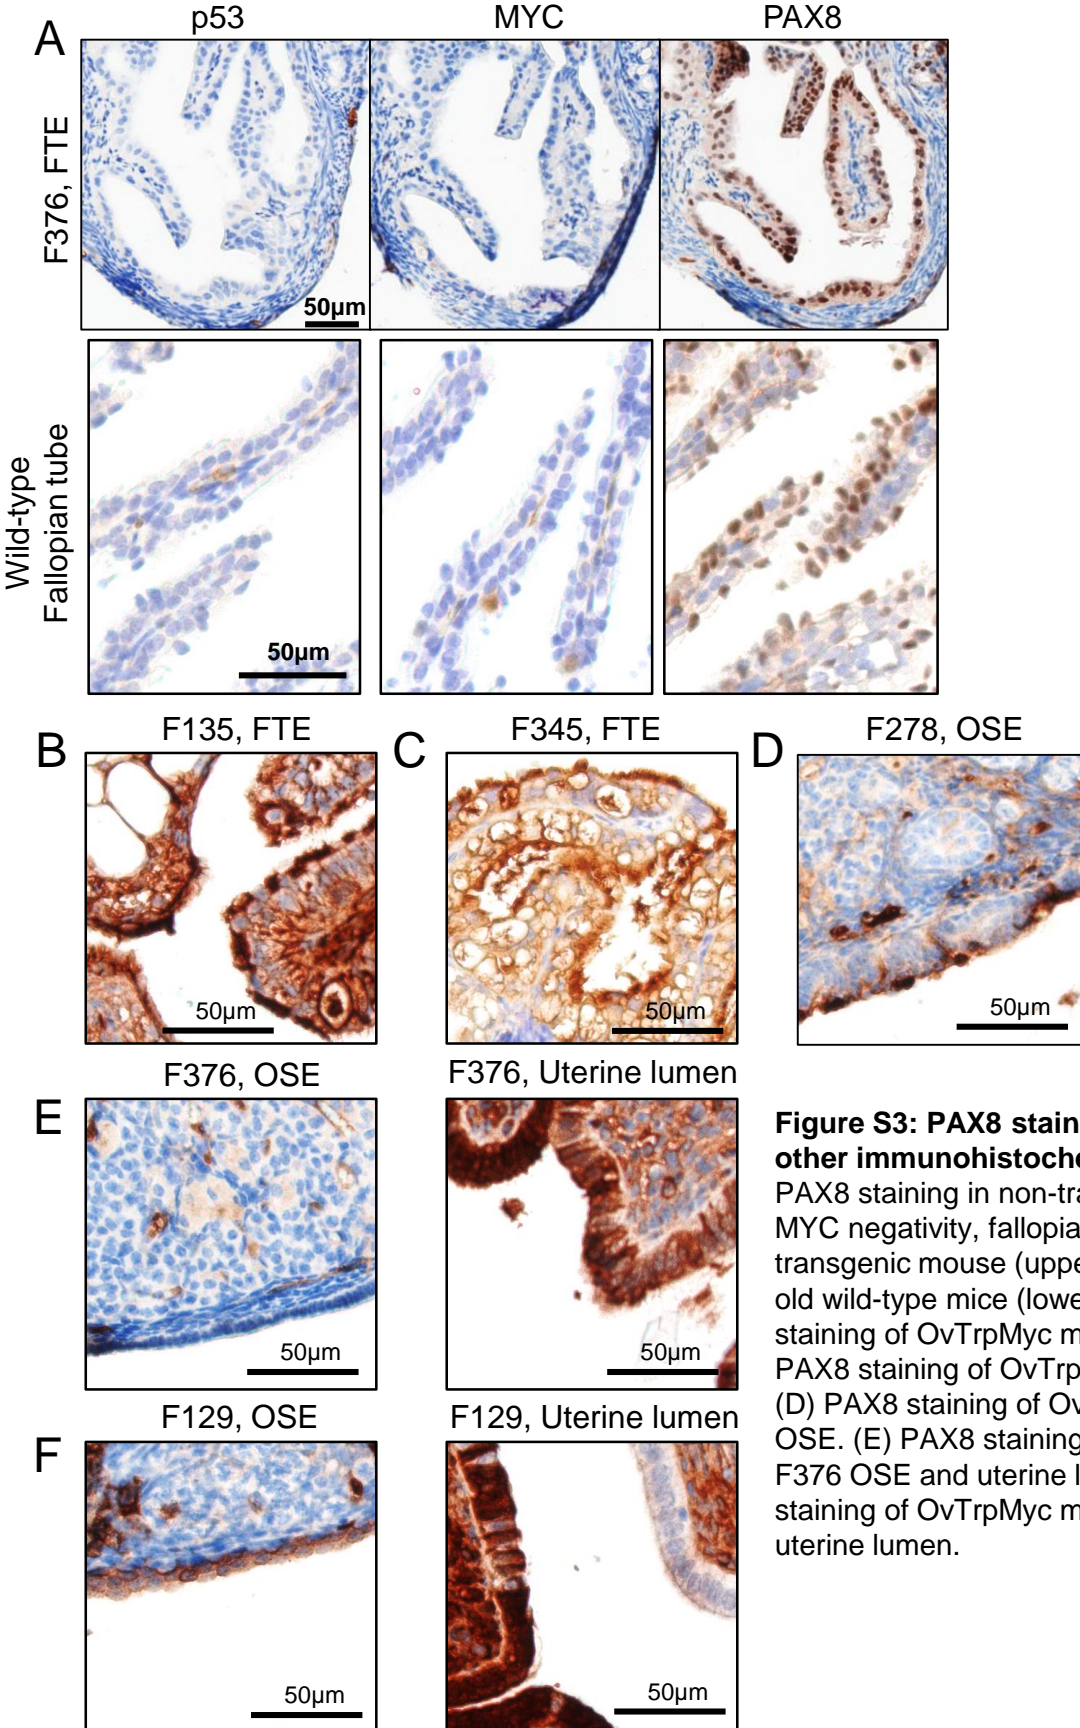

**Figure S3: PAX8 staining corresponding to other immunohistochemical figures.** (A) PAX8 staining in non-transformed, by p53 and MYC negativity, fallopian tube epithelium of a transgenic mouse (upper row) or in 12-month old wild-type mice (lower row). (B) PAX8 staining of OvTrpMyc mouse F135 FTE. (C) PAX8 staining of OvTrpMyc mouse F345 FTE. (D) PAX8 staining of OvTrpMyc mouse F278 OSE. (E) PAX8 staining of OvTrpMyc mouse F376 OSE and uterine lumen. (F) PAX8 staining of OvTrpMyc mouse F129 OSE and uterine lumen.

# Supplementary material for: MYC is Sufficient to Generate Mid-Life High-Grade Serous Ovarian and Uterine Serous Carcinomas in a p53-R270H Mouse Model
**Source:** Cancer Res Commun. 2024 Sep 26;4(9):2525–38. doi: 10.1158/2767-9764.CRC-24-0144
**Supplement:** Supplementary Figure 4 — H&E staining corresponding to immunohistochemical figures

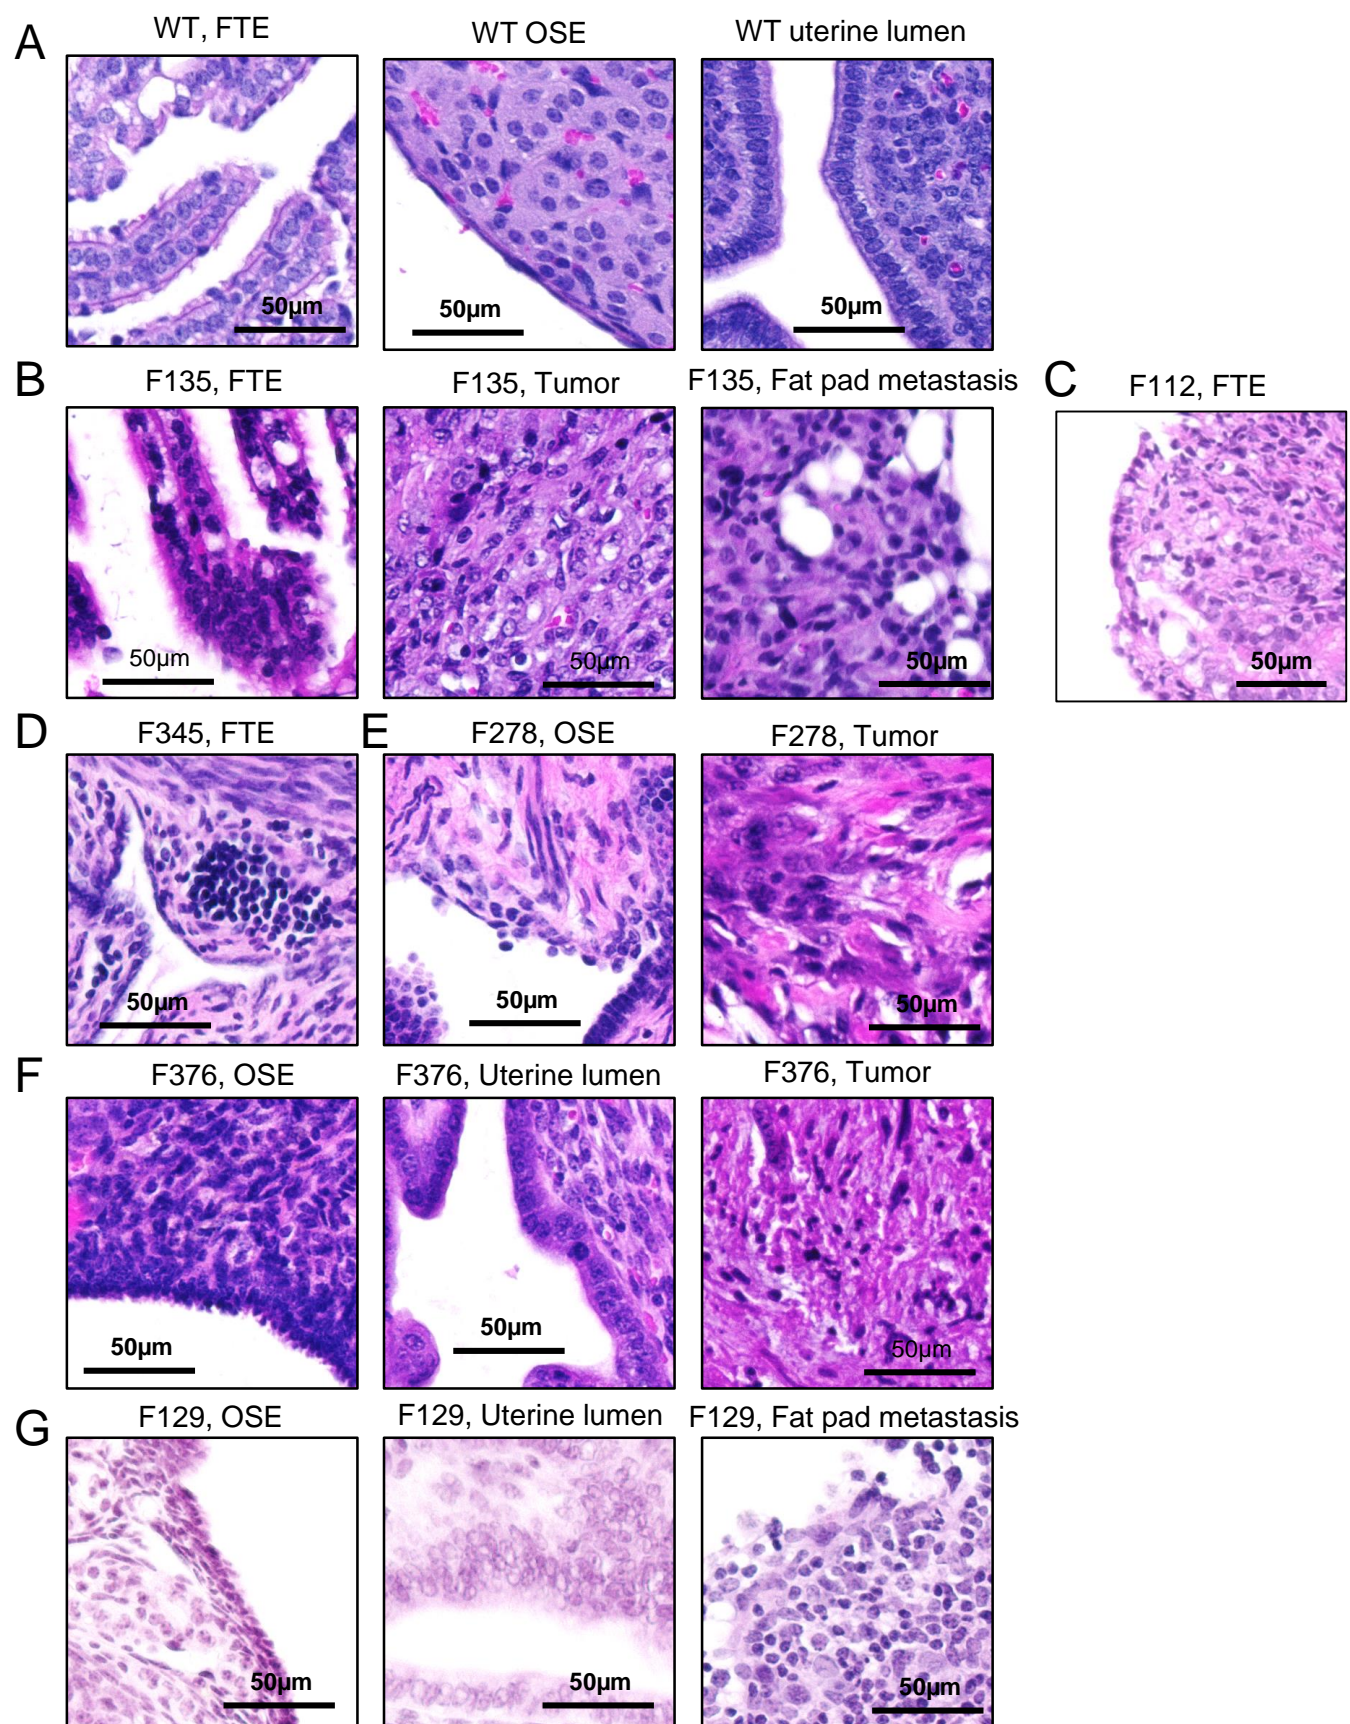

**Figure S4: H&E staining corresponding to immunohistochemical figures.** H&E staining was used in all images here. (A) WT mouse FTE, OSE, and uterine lumen (B) OvTrpMyc mouse F135 FTE, fat pad metastasis, and tumor. (C) OvTrpMyc F112 FTE. (D) OvTrpMyc mouse F345 FTE. (E) OvTrpMyc mouse OSE and tumor. (E) OvTrpMyc mouse F376 OSE, uterine lumen, and tumor. (F) OvTrpMyc mouse F129 OSE, uterine lumen, and fat pad metastasis.

# Supplementary material for: MYC is Sufficient to Generate Mid-Life High-Grade Serous Ovarian and Uterine Serous Carcinomas in a p53-R270H Mouse Model
**Source:** Cancer Res Commun. 2024 Sep 26;4(9):2525–38. doi: 10.1158/2767-9764.CRC-24-0144
**Supplement:** Supplementary Figure 5 — Necropsy of mice lacking macroscopic disease

**A**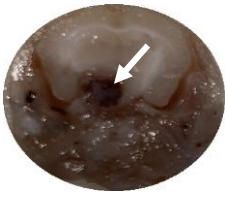**B**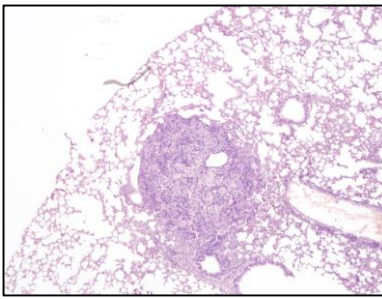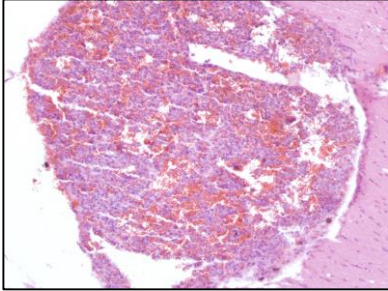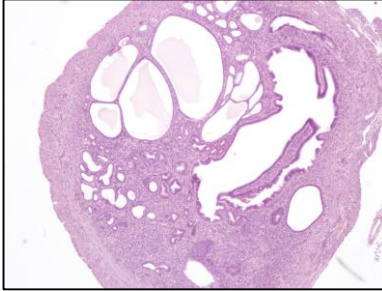

**Figure S5: Necropsy of mice lacking macroscopic disease.**

OvTrpMyc mice were evaluated by necropsy when macroscopic tumors were not immediately observed. **(A)** Dissected brain (top panel) and H&E section of brain tumor (bottom panel). **(B)** Lung metastasis (top panel) and a normal phenotype of some aged mice: cystic uterus (bottom panel).

# Supplementary material for: MYC is Sufficient to Generate Mid-Life High-Grade Serous Ovarian and Uterine Serous Carcinomas in a p53-R270H Mouse Model
**Source:** Cancer Res Commun. 2024 Sep 26;4(9):2525–38. doi: 10.1158/2767-9764.CRC-24-0144
**Supplement:** Supplementary Figure 6 — Other malignancies

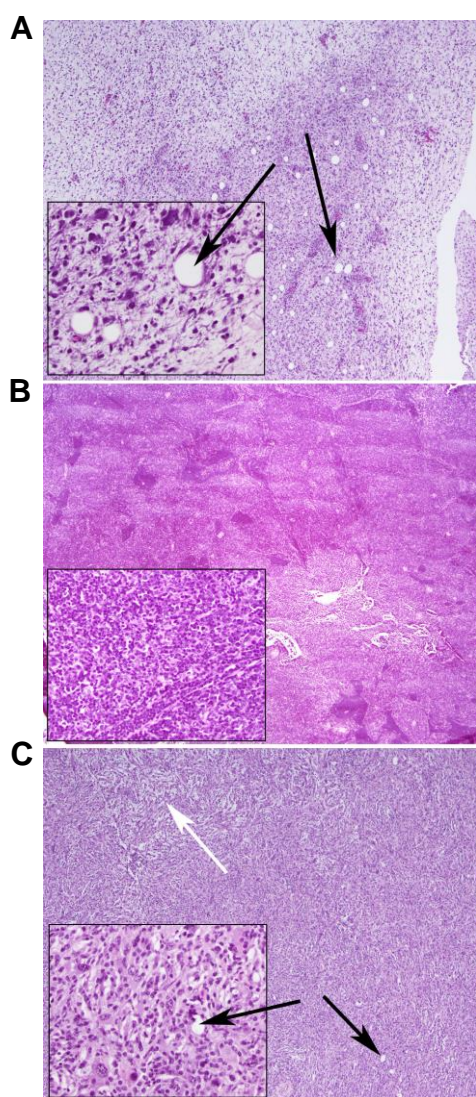

**Figure S6: Other malignancies.**

(A) Myxoid neoplasm with markedly pleomorphic cells with associated vacuoles, marked by the black arrows. (B) Small round blue cell malignancy with relatively uniform nuclei growing in a sheeted growth pattern. (C) Tumor characteristics include spindle cell malignancy with scattered giant cells, storiform architecture, marked by the white arrow. Moderately pleomorphic with scattered vacuoles, marked by black arrows.

# Supplementary material for: MYC is Sufficient to Generate Mid-Life High-Grade Serous Ovarian and Uterine Serous Carcinomas in a p53-R270H Mouse Model
**Source:** Cancer Res Commun. 2024 Sep 26;4(9):2525–38. doi: 10.1158/2767-9764.CRC-24-0144
**Supplement:** Supplementary Figure 7 — MYC levels in syngeneic OvTrpMyc cell lines relative to human lines

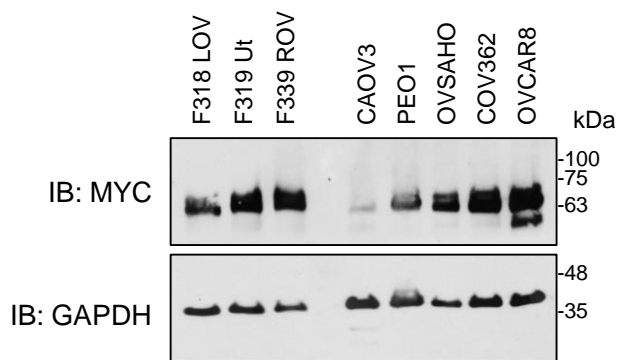

**Figure S7: MYC levels in syngeneic OvTrpMyc cell lines relative to human lines.** Western immunoblots (IB) of indicated cell line lysates.

# Supplementary material for: MYC is Sufficient to Generate Mid-Life High-Grade Serous Ovarian and Uterine Serous Carcinomas in a p53-R270H Mouse Model
**Source:** Cancer Res Commun. 2024 Sep 26;4(9):2525–38. doi: 10.1158/2767-9764.CRC-24-0144
**Supplement:** Supplementary Table 1 — Semi-quantitative estimates of immunohistochemical staining in healthy mice

| Mouse ID | Genotype | Months | Euthanasia<br>criteria met | Tissue | p53 | MYC | PAX8 |
|----------|----------|--------|----------------------------|--------|-----|-----|------|
| F142     | WT       | 3      | N                          | OSE    | 0   | 0   | 0    |
| F142     | WT       | 3      | N                          | FTE    | 0   | 0   | NE   |
| F142     | WT       | 3      | N                          | ULE    | 0   | 0   | 0    |
| F28      | WT       | 12     | N                          | OSE    | 0   | 0   | 0    |
| F28      | WT       | 12     | N                          | FTE    | 0   | 0   | NE   |
| F28      | WT       | 12     | N                          | ULE    | 0   | 0   | 0    |
| FO111    | Het      | 3      | N                          | OSE    | 0   | 0   | 0    |
| FO111    | Het      | 3      | N                          | FTE    | 0   | 0   | NE   |
| FO111    | Het      | 3      | N                          | ULE    | 0   | 0   | 0    |
| FO112    | Het      | 3      | N                          | OSE    | 0   | 0   | 0    |
| FO112    | Het      | 3      | N                          | FTE    | 0   | 0   | NE   |
| FO112    | Het      | 3      | N                          | ULE    | 0   | 0   | 0    |
| FO113    | Het      | 3      | N                          | OSE    | 0   | 0   | 0    |
| FO113    | Het      | 3      | N                          | FTE    | 0   | 0   | NE   |
| FO113    | Het      | 3      | N                          | ULE    | 0   | 0   | 0    |
| FO86     | Het      | 6      | N                          | OSE    | 0   | 0   | 0    |
| FO86     | Het      | 6      | N                          | FTE    | 0   | 0   | NE   |
| FO86     | Het      | 6      | N                          | ULE    | 0   | 0   | 0    |
| FO67     | Het      | 9      | N                          | OSE    | 0   | 0   | 0    |
| FO67     | Het      | 9      | N                          | FTE    | 1   | 1   | NE   |
| FO67     | Het      | 9      | N                          | ULE    | 0   | 0   | 0    |

**Supplementary Table 1. Semi-quantitative estimates of immunohistochemical staining in healthy mice.**

Tissue acronyms: fallopian tube epithelium (FTE), ovarian surface epithelium (OSE), uterine luminal epithelium (ULE).

p53, MYC, and PAX8 stains were enumerated 0: no staining or scattered cells only,

1: clustered cells with predominantly cytoplasmic staining, 2: clustered cells with nuclear staining observed,

3: multiple clusters of nuclear positive cells, 4: majority of an area affected by positive staining.

“-” indicates tissue was not available or otherwise not evaluable on this slide.

“NE” indicates PAX8 is unevaluable by this scoring on FTE due to positivity in normal epithelium.

How the deposited data were processed for this re-analysis (not part of the article)

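The data are bulk RNA sequencing of 11 OvTrpMyc cell lines from 7 mice, 1 library per line: 7 lines from an ovary, 2 from a uterus, 1 from a splenic tumor, and 1 from a peritoneal tumor. The authors aligned paired-end reads to GRCm38 with RNA STAR, removed PCR duplicates with SAMtools RmDup, counted reads on genes with featureCounts, and deposited raw counts per gene without normalization. The values are whole numbers, and no pair of lines had identical columns. The library totals ranged from 13580525 to 27044598 counts, and 3 counts, the level below which a gene was taken as not detected, correspond to 0.111 to 0.221 CPM, the count divided by the library's total and scaled to 1000000. Wilson intervals at 95% confidence were computed for single libraries and cover counting error only. Conditions were taken from the sample titles, and library numbers from the sample descriptions.

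Genes were listed by symbol, and 27092 of 28284 were placed on GRCm38 by a unique match to the symbols of GENCODE M21. They held 97.7% of the counts. Values on the log2 scale are log2(CPM + 1) unless another pseudocount is named. Analyses were run with R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, and pandas 2.3.3.

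Copy-number states were called by a re-implementation of the InferCNV steps, because InferCNV was not installed. It followed the settings of the paper (a mean count cutoff of 1, a window of 300 genes, 3 states, and a transition probability of 0.01) with the F326 splenic tumor, F326 ROV, and F361 lines as reference. Counts were scaled to the median library, log2 ratios were limited to 3 in either direction, and the states lay at 0 and, on both sides, at the distance that 5% of a normal distribution with the SD of the smoothed reference profiles exceeds. The paper's text does not name the positions of the states. The calls were tested on simulated data, in which all genes placed in a loss or gain were found and 54.0% of unchanged genes were also called. Each simulated change was large, covered a whole chromosome, and was the same in every line outside the reference. The simulated lines otherwise differed only by depth and random scatter, so these rates need not hold for smaller changes or for the real libraries. Region levels were compared by exact two-sided permutation of lines over all splits, and the distance between lines of the same mouse by exact permutation over all placements of 4 pairs.

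Differential expression was tested with edgeR's quasi-likelihood test after TMM normalization and its filterByExpr filter, with a Benjamini-Hochberg adjusted p under 0.05. The groups were the 2 uterus lines against the 7 ovary lines, and the 3 reference lines against the 8 others. In simulated counts with 200 changed genes, this found 98.5% of them in the first design with 11 false calls, and 100% in the second with 12 false calls. The simulated changes were large, and the simulated lines otherwise differed only by depth and random scatter of a fixed size. The rates therefore do not show what would be found among the real lines. A comparison without genes under the threshold does not show that no gene differs.

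The genes named in the text are those the paper names, marker lists written before the data were examined, and, from each comparison, the 5 higher and 5 lower genes with the largest change among those with an adjusted p under 0.05 and no overlap between groups. No gene met this last condition. Genes of the lists are named singly where they are the highest, the lowest, or an exception. The muscle fiber list of 39 genes was written after the counts were seen, and Myh3 and Myh8 were added to it as myosins of developing muscle.

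Alternatives set before the data were examined covered the normalization, the filter on low counts, the pseudocount, the window, the states, the reference, the replicate left out, and the summary over genes or mice. Others were added after seeing the data: leaving out the muscle fiber or Y-linked genes, keeping to libraries 1 to 7 or 8 to 11, a median over the genes of chromosome 7, leaving out Mybpc1 and Lrrc2, placements of pairs that keep the library numbers, and a threshold of 2 SD corrected for the number of reference lines. Mutant allele reads, the human cell lines, pathway annotation, PCR, and histology were not analysed here. Genes without a unique position were left out of the copy-number analysis.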

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

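The tests of skeletal muscle and Y-linked genes and of Myc and Xist in F361 were chosen only after the results were seen, and the gap test on single lines was set before the data were examined.

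Genes of adult skeletal muscle fibers took a median of 12.9% of the counts over the 11 libraries, from 0.176% in F318 LOV to 16.4% in F361. Of these genes, the paper shows Mybpc1 in Fig. 6D and does not report on the others. The Y-linked genes Ddx3y, Uty, Eif2s3y, and Kdm5d had a median of 131 CPM, from 1.75 to 174 CPM, and were above 3 counts in sum in all 11 libraries, although the mice had ovaries or a uterus. Both signals separate libraries 1 to 7 from libraries 8 to 11. Only 1 of the 330 ways to choose 7 libraries separates the Y-linked genes as well, a share of 0.00303, which is consistent with a library batch, although the split was noticed in the same data. The ratio of Y-linked to muscle counts varied 2.10-fold between libraries, while the Y-linked CPM varied 99.6-fold. A candidate explanation is RNA from skeletal muscle of a male animal in the libraries. A relation within libraries 1 to 7 was not seen (r = 0.367, exact permutation p = 0.442, n = 7; Spearman rho = 0.0714, exact permutation p = 0.906; r = -0.0495 without the 2 libraries farthest from the median). Libraries 8 to 11 are too few for a correlation, and F318 LOV was the lowest of them in both measures, at 0.176% and 1.75 CPM, while the others lay at 0.758% to 1.37% and 10.5 to 19.2 CPM. Differentiation of the cells in culture would need developing myosins, and Myh3 and Myh8 made up at most 0.878% of the myosin counts in any library. Total counts varied 1.99-fold, far less than the muscle share, which varied 93.2-fold, and 1 library of the first 7 had a larger total than the smallest of the last 4. Tissue gives no biological explanation, as ovary lines lie on both sides. RNA from another animal and a library batch both remain, and they are not exclusive. The share of the counts that such RNA contributes outside the list is not known.

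The other results in this part are single lines far from the rest of the ovary lines. The gap test was made on 52 measures, and 8 values stood out. The rate of the test for normally distributed values would give about 2.6. Whether the measures follow such a distribution was not checked, and 5 of the 8 values belong to the same line. The number that stood out therefore does not show an excess over chance. In F319 ROV, 5 genes stood out: Pax8 at 3.04 CPM, Krt7 at 12.0 CPM, Krt8 at 52.7 CPM, Msln at 130.1 CPM, and Muc16 at 5.06 CPM. Each was at 3.04 CPM or less in the other ovary lines, but Krt7 was higher in the uterus lines, at 16.6 CPM in that of F319 and 40.5 CPM in that of F333. F319 ROV shares its library numbers with 4 ovary lines in which these genes are no higher than 3.04 CPM, and its total of 22333181 lies within those of the ovary lines, so neither library number nor depth sets it apart. Other cell types in the culture were not tested as a source, and the design gives no condition that would separate F319 ROV from the other ovary lines.

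Xist was at 509 CPM in F339 ROV, above the other ovary lines (0.380 to 145 CPM). The uterus lines, at 355 and 424 CPM, also have numbers from 8 to 11, and the 2 runs of library numbers differ in this gene without overlap. Dilution by RNA without Xist could lower it in libraries 1 to 7, but F364 ROV at 0.380 CPM and F364 LOV at 88.0 CPM have muscle shares of 15.3% and 15.1%. F361 had 1.25 CPM of Xist and the lowest Myc of all lines, 6.92 CPM. Little RNA of the tumor line in that library was tested as a cause by its muscle share of 16.4%, which is the highest but lies within 1 SD of the next, F326 ROV at 15.9%, where Xist was at 29.8 CPM and Myc at 31.8 CPM. Because the muscle RNA outside the list is not known, this share cannot show how much RNA of the tumor line the library holds, and that explanation remains.

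Cdkn1a was at 664 CPM in F364 LOV, against 16.3 to 291 CPM in the other ovary lines, and the next highest line came from the same mouse. Hoxa11 was at 22.3 CPM in F318 LOV, against 1.58 to 4.87 CPM in the other ovary lines, and at 41.7 and 48.1 CPM in the uterus lines. F339 ROV, in the same run of library numbers, was at 1.84 CPM. A label exchanged between lines was not tested for either gene, and no biological explanation was tested.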

How the results depend on the processing

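Of 91 alternatives over 12 results, 72 left the result on the same side of its threshold or within its spread. Those naming libraries 1 to 7 or 8 to 11, the muscle, Y-linked, Mybpc1, and Lrrc2 genes, the corrected SD, the median over chromosome 7, and placements that keep the library numbers were chosen after seeing the data. Leaving out the muscle fiber genes takes 7 of 1671 genes from chromosome 11 and could not have moved its level far, so it says little about stability. The cause was not tested for any change below unless a value is given.

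The chromosome 11 difference stayed negative under all 11 alternatives. It passed the threshold with 1 value per mouse (-0.32, exact permutation p = 0.0476, the smallest possible), in the window around Trp53 (-0.48, p = 0.0485), and within libraries 1 to 7, where it was smaller (-0.12, p = 0.0286). As a median over genes it was -0.16 (exact permutation p = 0.109). Its exact permutation p was 0.0286 to 0.133 over the alternatives. Except with 1 value per mouse, these tests take lines of the same mouse as independent. Leaving out each reference line gave -0.33 to -0.26. The chromosome 7 difference, whose adjusted p over the 19 chromosomes was 0.530, was -0.11 within libraries 1 to 7 (unadjusted exact permutation p = 0.0571; 0.0121 to 0.0571 over the alternatives). The Myc region difference reversed within libraries 1 to 7, to -0.067, was 0.20 as a median over genes (exact permutation p = 0.303), its largest change, and was 0.038 to 0.063 with each reference line left out.

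The median share of genes called altered was 36.8% with a threshold of 2 reference SD, 50.3% with states at 3 SD, and 23.4% with the threshold of 2 corrected SD. It was 67.4% to 80.3% with each reference line left out. Lines with loss at Trp53 numbered 3 with the mean of all 11 lines as reference, 5 with the corrected threshold, 6 with a window of 100 genes, where 2 of the reference lines also had a loss, and 8 with each reference line left out. Lines with gain at Myc numbered 8 with a window of 100 genes and 4 to 5 with each reference line left out. In simulated lines the model called 54.0% of unchanged genes, and the corrected threshold 3.54%, so the larger shares include calls that unchanged genes also give.

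DESeq2 gave 1297 genes between uterus and ovary and 2333 between the reference lines and the others, where edgeR gave 0 in both (2308 and 4355 at an unadjusted p under 0.05). Without a filter on low counts, 2 genes differed between uterus and ovary. Leaving out each reference line gave 0 to 20 genes, the highest number without F326 splenic tumor. The unadjusted counts of the fits with 0 genes were 1823 and 3111. Fold changes with each uterus line left out were not run, since no gene passed.

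The difference of the Fig. 6D gene sets was 9.26 with a pseudocount of 0.1 and 5.42 with length-scaled values, and that of the mesenchymal and epithelial lists was 9.28 with a pseudocount of 0.1. Both stayed positive under all their alternatives. F361 ranked 11 on the p53 targets with the median of log2 ratios and 10 under its 3 other alternatives. The ratio of same-mouse distances stayed under 1, from 0.864 to 0.932, with exact permutation p of 0.0971 to 0.327. The lowest p came from the placements that keep the library numbers.

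The depth limits Pax8, Muc16, and the low genes of Fig. 6D, where 3 counts correspond to 0.111 to 0.221 CPM.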

Differences from the paper's values

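No value read from the figures differed by more than 1.5 times from the value found here with the settings of the text. The number of lines with a loss at Trp53 was 8 here and about 7 in Fig. 6C, read by eye. The number of lines with a gain at Myc was 5 here and about 5 in Fig. 6C. A loss on chromosome 7 was called in 8 lines here and about 8 in Fig. 6C. Under alternatives set before the data were examined, the number with a loss at Trp53 was 3 with the mean of all 11 lines as reference, and the number with a gain at Myc was 8 with a window of 100 genes. Both lie more than 1.5 times from the values of the figure.

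In Fig. 6C, the F319 uterus line shows no loss at the position of Trp53. Here its state there was loss, with 34.1% of the genes of chromosome 11 in loss and 46.6% in gain. No change was called at Trp53 in this line with a window of 100 genes and with the mean of all 11 lines as reference, both set before the data were examined, and with a threshold of 2 corrected SD, which was chosen after seeing the values.

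In Fig. 6C, F319 ROV shows a loss on chromosome 15. Here no change was called at Myc in this line, and 22.5% of the genes of chromosome 15 were in loss and 19.3% in gain. A loss at Myc was called in it with the genes that have at least 10 counts in every line and with the mean of all 11 lines as reference, and a gain with a window of 100 genes, all set before the data were examined.

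The paper chose F326 splenic tumor, F326 ROV, and F361 as control lines because they had fewer initial copy-number calls than the other lines. Here, against the mean of all 11 lines, F318 ROV, F364 ROV, and F364 LOV had the fewest genes in gain or loss, 44.1%, 50.4%, and 51.3%. F326 splenic tumor had 53.3%, F326 ROV 61.5%, and F361 65.8%. These shares were computed only with the window and states of the text. Libraries 8 to 11 had the largest shares, 73.4% to 82.9%. The mean of all 11 lines mixes both runs of library numbers, so the order partly follows library number. It cannot decide which lines have the fewest copy-number changes.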

Other observations

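The tests of the chromosome 7 and 11 levels and of Col1a2, the splits at an unadjusted p, the placements that keep the library numbers, and the marker difference in lines without blood and endothelial markers were chosen only after the results were seen. The other tests in this part were set before the data were examined.

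Chromosomes 7 and 11 had the largest differences between the 8 lines and the reference lines, and each holds 7 genes of the muscle fiber list, with 30.5% and 35.4% of the list's counts. The chromosome 11 difference was -0.29 without the list, but 7 of 1671 genes could not have moved a mean far, so this tests little. Within libraries 1 to 7 it was -0.12, in the same direction but smaller (exact permutation p = 0.0286, with lines of the same mouse taken as independent). A batch between the 2 runs of library numbers could account for part of the full difference. It cannot act within libraries 1 to 7, but the difference there was not tested with 1 value per mouse. Muscle RNA beyond the list would make the level follow the muscle share within libraries 1 to 7. The relation for chromosome 11 had r = 0.638 (exact permutation p = 0.122, Benjamini-Hochberg adjusted p = 0.122 over 2 relations, n = 7; Spearman rho = 0.714, exact permutation p = 0.0881; r = 0.783 without the 2 libraries farthest from the median). For chromosome 7 it had r = 0.715 (exact permutation p = 0.0663, adjusted p = 0.122; Spearman rho = 0.714; r = 0.732 without those 2). The differences within libraries 1 to 7 cannot be told apart from muscle RNA outside the list, and a copy-number loss also remains.

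Of the genes called in loss in all 8 lines, 42.2% of the calls were kept when the mean of all 11 lines replaced the reference lines, and 98.3% of the states of the reference lines at these genes became gain. The genes were chosen for lying below the reference lines in all 8 lines, and the mean of all 11 includes these 8, so a shift in this direction follows from the choice. It does not separate a difference in the reference lines from a loss in the 8 lines. Random placement of differently expressed genes would give as many calls with shuffled gene order. The highest of 100 shuffles was 57.9%, against 69.0% in the real order. Both are medians over the 8 lines, and the 4 of them in libraries 1 to 7 had 55.5% to 58.7% in the real order. The shuffles kept the state positions of the real order and did not set them anew, so random placement is not excluded. Shuffling also removes any shared regulation of neighboring genes, so this does not separate copy number from other regional differences.

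For the comparison of reference lines with the others, 100 of 100 splits drawn at random gave as many genes with an adjusted p under 0.05 as the real split. The real split gave 0 genes, so this outcome was fixed in advance and tests nothing. The highest number at the adjusted p, 5332, came from a split whose group of 3 lines all had library numbers from 8 to 11. At an unadjusted p under 0.05, the real split gave 4355 genes, 3 of the 100 splits gave as many, the real one included, and the median was 485.5. Library size was weighed as well: 1 called line had a total below the highest reference total, so that totals nearly separate the groups, and a size effect cannot be told apart from the grouping.

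F361, which the paper reports without mutant p53 expression, could rank high on p53 target genes if wild-type p53 were active in it. It ranked 10 of 11, but active wild-type p53 need not give the highest rank. Of the 23 targets, 3 were highest in F361 (Ccng1, Perp, and Ei24) and 6 were lowest there (Bax, Bbc3, Sesn2, Zmat3, Plk2, and Tnfrsf10b). The 2 lowest scores, of F326 ROV and F361, belong to the libraries with the highest muscle shares, 15.9% and 16.4%, although F364 ROV with 15.3% ranked 2. The rank cannot be told apart from an effect of RNA from outside the line, and it leaves wild-type p53 activity open. The paper reports that PCR on its lines gave bands of the mutant allele and none of the wild-type allele. That PCR was not analysed here.

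Lines of the same mouse were not detectably closer than other pairs, with an exact permutation p of 0.281 over all placements, and 2 of the 4 pairs lie across the library numbers. Same-mouse pairs had a mean distance of 102 against 115 for other pairs on the same side of the numbers, and 192 against 214 across them. The mean of 102 covers the F364 pair at 76.6 and the F326 pair at 128, which lay farther apart than the mean of 115. Among the 3780 placements with as many pairs on each side and across, the exact permutation p was 0.0971, still above the threshold. A shared origin within a mouse could be hidden by that split, since pairs across the numbers lay at a mean distance of 212. In a simulation with a mouse effect, the same exact permutation test gave the smallest p it can give, 5.77e-05. A result at that floor does not show whether a mouse effect could be detected beside the split by library number.

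The ratio of Col1a2 to Col1a1 was lowest in both lines of mouse F319, at 0.000702 in the uterus line and 0.0428 in F319 ROV, and was 0.265 or more in the other lines. Among the 55 pairs of lines, 1 holds the 2 lowest, a share of 0.0182. The genes were chosen for this pattern, so the share does not test a shared origin within a mouse, which remains a candidate explanation for a common change at Col1a2.

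Mesenchymal markers exceeded epithelial markers in every line. Blood and endothelial cells in the cultures were weighed by their marker lists. The median of the endothelial list was at 1 CPM or more in 9 lines, and that of the haematopoietic list in 5 lines. In F318 LOV and the F319 uterus line both medians were under 1 CPM, and mesenchymal markers still exceeded epithelial markers by 7.82 and 7.28, so RNA of such cells does not account for the excess in these 2 lines. Whether the other lines hold such RNA was not settled.

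Myc by line ranged from 6.92 CPM in F361 (95% Wilson interval 5.66 to 8.47) to 291 CPM in the F319 uterus line (284 to 297). Ccne1 ranged from 1.18 CPM in F361 to 65.9 CPM in F318 LOV, and Brca1 from 0.442 CPM in F361 to 55.9 CPM in the F319 uterus line.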
